# Extracellular matrix substrates differentially influence enteric glial cell homeostasis and immune reactivity

**DOI:** 10.3389/fimmu.2024.1401751

**Published:** 2024-07-25

**Authors:** Linda Schneider, Reiner Schneider, Ebrahim Hamza, Sven Wehner

**Keywords:** enteric glia, intestinal immune response, extracellular matrix, neuroinflammation, Matrigel, laminin

## Abstract

**Introduction:**

Enteric glial cells are important players in the control of motility, intestinal barrier integrity and inflammation. During inflammation, they switch into a reactive phenotype enabling them to release inflammatory mediators, thereby shaping the inflammatory environment. While a plethora of well-established *in vivo* models exist, cell culture models necessary to decipher the mechanistic pathways of enteric glial reactivity are less well standardized. In particular, the composition of extracellular matrices (ECM) can massively affect the experimental outcome. Considering the growing number of studies involving primary enteric glial cells, a better understanding of their homeostatic and inflammatory *in vitro* culture conditions is needed.

**Methods:**

We examined the impact of different ECMs on enteric glial culture purity, network morphology and immune responsiveness. Therefore, we used immunofluorescence and brightfield microscopy, as well as 3’ bulk mRNA sequencing. Additionally, we compared cultured cells with *in vivo* enteric glial transcriptomes isolated from Sox10^iCreERT2^Rpl22^HA/+^ mice.

**Results:**

We identified Matrigel and laminin as superior over other coatings, including poly-L-ornithine, different lysines, collagens, and fibronectin, gaining the highest enteric glial purity and most extended glial networks expressing connexin-43 hemichannels allowing intercellular communication. Transcriptional analysis revealed strong similarities between enteric glia on Matrigel and laminin with enrichment of gene sets supporting neuronal differentiation, while cells on poly-L-ornithine showed enrichment related to cell proliferation. Comparing cultured and *in vivo* enteric glial transcriptomes revealed a 50% overlap independent of the used coating substrates. Inflammatory activation of enteric glia by IL-1β treatment showed distinct coating-dependent gene expression signatures, with an enrichment of genes related to myeloid and epithelial cell differentiation on Matrigel and laminin coatings, while poly-L-ornithine induced more gene sets related to lymphocyte differentiation.

**Discussion:**

Together, changes in morphology, differentiation and immune activation of primary enteric glial cells proved a strong effect of the ECM. We identified Matrigel and laminin as pre-eminent substrates for murine enteric glial cultures. These new insights will help to standardize and improve enteric glial culture quality and reproducibility between *in vitro* studies in the future, allowing a better comparison of their functional role in enteric neuroinflammation.

## Introduction

Enteric glia are a well-integrated cell type of the enteric nervous system (ENS), and they are closely intertangled with enteric neurons and resident macrophages within the bowel wall. Recent studies have shown that enteric glia are major contributors to intestinal inflammation (1). Driven by mediators, actively or passively released during inflammation, trauma or even stress, enteric glia switch into a so-called reactive phenotype, allowing them to actively participate in the inflammation and control the intestinal immune environment. The molecules able to induce glial reactivity include extracellular ATP (2), IFNγ (3), endothelin-B (4), LPS (5, 6) and interleukin-1 (IL-1). The latter is one of the most-studied inducers of enteric glial reactivity in acute (7–9) and chronic inflammation (10–12). At the cellular level, resident macrophages (7, 11, 13), as well as infiltrating monocyte-derived macrophages (7, 9), have been shown to communicate with enteric glia during gut inflammation.

Besides a plethora of *in vivo* models, including glial-specific reporter and knockout mice, *in vitro* experiments were part of most enteric glia-related studies and have contributed largely to our current understanding of reactive glial biology, their intercellular communication and enteric glia-to-neuron signaling under physiological conditions (14). Meanwhile, most studies use primary enteric glial cultures instead of the few available enteric glial cell lines, such as CRL-2690 (15) and ClK (16). However, primary cultures have certain challenges and are far away from being used in a standardized manner. One of these challenges is the glial cell isolation from intestinal tissue. Most enteric glia are well orchestrated in ganglia and as extraganglionic fibers. Due to their well-integrated phenotype, the main problem is that excessive enzymatic tissue digestion, used to achieve single-cell suspension for *in vitro* studies, also severely disrupts their stellate projections and the extracellular matrix (ECM) of enteric glia and finally leads to cell death. Therefore, researchers developed methods to culture incompletely digested ganglia or so-called neurospheres, leaving the ganglionic glia mostly intact. Both allow the outgrowth and proliferation of enteric glia from the ganglia or neurospheres (17). The second underestimated factor in enteric glial cultures is the contamination by non-glial cell types, which can also grow out of the cultured structures. Depending on the culture conditions, these cells might grow faster and better than glia or at least “contaminate” the glia cultures to a certain degree.

A major factor influencing primary cell quality but also cellular behavior is the choice of the appropriate ECM compounds, as shown for enteric neural-crest-derived cells (18) (giving birth to enteric neurons and glia) and CNS cells (19). In the ENS, the ECM not only favors adhesion and growth of glia and neurons but also affects their cellular functions. For example, enteric neuronal crest cell migration along the developmental gut is strongly controlled by the ECM (18). Furthermore, fibronectin and laminin (20, 21), with the latter particularly expressed by fibroblast and smooth muscle cells in the bowel wall, prevented neuronal differentiation and favored GFAP^+^ enteric glial cell differentiation in ENS cultures. Laminin (21) as well as collagen type IV and fibronectin, among others, were shown to be part of the basement membrane of enteric ganglia, but are not expressed insight the cells (20). A comparative study using various ECM coatings, including laminin, collagens, poly-lysine and heparan sulfate, found different effects on neuronal or glial differentiation (22). Additionally, macrophages, which lay in close spatial proximity to enteric glia in the intestine and can interact and communicate with them (7, 9, 13), have been shown to also be significantly affected by the ECM composition (23, 24). We hypothesized that the ECM also might influence the reactive behavior of enteric glia, one of their most important functions in intestinal diseases.

In this study, we tested the impact of various ECM compounds on the growth, network capacity, and neuronal differentiation, as well as their impact on the immune reactivity of IL-1β-stimulated reactive enteric glia. We discovered striking differences in cell numbers, intercellular networking and differentiation capacities, and differences in the transcriptional response of IL-1β-stimulated reactive enteric glia.

## Materials and methods

### Animals

8- to 16 weeks-old mice of the following lines were used in the study: C57BL/6J (JAX:000664), GFAP^Cre^Ai14^fl/fl^ (derived by crossing B6.Cg-Tg(Gfap-cre)73.12Mvs/J (JAX:012886) and B6;129S6-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J (JAX:007908)) or Sox10^iCreERT2^Rpl22^HA/+^ (B6-Tg(Sox10-icre/ERT2)388Wdr/J (Sox10^iCreERT2^; kindly provided by Dr. Vassilis Pachnis (The Francis Crick Institute, London, UK) (25)) and B6N.129-Rpl22^tm1.1Psam^/J (JAX:011029)). C57BL6 and GFAP^Cre^Ai14^fl/fl^ mice were used for primary enteric glial cell isolation, and Sox10^iCreERT2^Rpl22^HA/+^ was used for glial-specific mRNA isolation from intestinal tissue via the *RiboTag* approach. Sox10^iCreERT2^Rpl22^HA/+^ were injected intraperitoneally with 100 µl Tamoxifen (MP Biomedicals, 1 mg in 100 μL sterile corn oil) on three consecutive days and rested for at least one week before organ harvesting. All experiments were carried out under German federal law of North Rhine-Westphalia (AZ 81-02.04.2021.A424).

### Neurosphere-derived enteric glial cell cultures

Primary enteric glial cells were isolated from small intestine *muscularis externa* as described previously (2). Briefly, small intestines of 8-16 weeks old mice were harvested, flushed with cold Krebs-Henseleit buffer (126 mM NaCl; 2.5 mM KCl: 25 mM NaHCO3; 1.2 mM NaH2PO4; 1.2 mM MgCl2; 2.5 mM CaCl2, 100 IU/mL Penicillin, 100 IU/mL Streptomycin and 2.5 μg/mL Amphotericin), cut into segments and kept in oxygenated Krebs-Henseleit buffer on ice. *Muscularis externa* was peeled and collected for digestion. Tissues were digested for 15 min in DMEM containing protease Type 1 (0.25 mg/mL, Sigma-Aldrich) and collagenase A (1 mg/mL, Sigma-Aldrich) at 37°C and 130 rpm. DMEM containing 10% FBS (Sigma-Adrich) was used to stop the enzymatic reaction, and cells were pelleted at 300xg for 5 min. Cell pellets were resuspended in proliferation medium (neurobasal medium with 100 IU/Penicillin, 100 μg/mL Streptomycin, 2.5 μg/mL Amphotericin (all ThermoFisher Scientific), FGF and EGF (both 20 ng/mL, Immunotools)) and cultured on uncoated plates for seven days at 37°C and 5% CO2, applying fresh growth factors every other day. Neurospheres were collected after one week of proliferation and dissociated with trypsin (0.25%, ThermoFisher Scientific) for 5 min at 37°C prior to seeding on coated cover glasses in 24-well plates for differentiation (coating procedures described separately). Neurospheres were kept in differentiation medium (neurobasal medium with 100 IU/Penicillin, 100 μg/mL Streptomycin, 2.5 μg/mL Amphotericin, B27, N2 (all Thermo Scientific) and EGF (2 ng/mL, Immunotools)) for three days for morphological analysis, or five days for further analyses. For IL-1β stimulation, cells were treated with or without IL-1β (10 ng/mL, Immunotools) for 24 hours on day five of differentiation. Supernatants were collected, and cells were lysed with RLT buffer (Qiagen) to isolate mRNA. RNA samples were extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions.

### Coating substrates

Working solutions for coating substrates were prepared as recommended by the manufacturer, as stated in **Table 1**. Cover glasses in 24-well cell culture plates were incubated with 475 µl/well of coating substrates at 37°C overnight and washed according to the respective manufacturer’s instructions before cell seeding (**Table 1**).

**Table 1:** Coating substrates and preparation details.

Coating substrate	Company	Working concentration			Medium	Washing steps	Drying
		lower	standard	higher			
Matrigel	Corning	20 µg/ml (= 25 µg/cm²)	100 µg/ml (= 25 µg/cm²)	250 µg/ml (= 25 µg/cm²)	serum-free medium	no wash	no
Laminin	R&D Systems	4 µg/ml (= 5 µg/cm²)	20 µg/ml (= 5 µg/cm²)	50 µg/ml (= 5 µg/cm²)	serum-free medium	no wash	no
Poly-L-ornithine	Sigma	1.6 µg/ml (= 2 µg/cm²)	8 µg/ml (= 2 µg/cm²)	20 µg/ml (= 2 µg/cm²)	ddH2O	3x ddH2O	no
Poly-L-lysine	Thermo Fisher Scientific	–	8 µg/ml (= 2 µg/cm²)	–	ddH2O	3x ddH2O	no
Poly-D-lysine	ScienCell	–	32 µg/ml (= 8 µg/cm²)	–	PBS	3x ddH2O	yes
Collagen I	Thermo Fisher Scientific	–	20 µg/ml (= 5 µg/cm²)	–	20 mM acetic acid	3x PBS	no
Collagen IV	Corning	–	20 µg/ml (= 5 µg/cm²)	–	0.05M HCl	3x PBS	no
Fibronectin	Sigma	–	20 µg/ml (= 5 µg/cm²)	–	PBS	no wash	yes

### Immunohistochemistry

Primary cells were fixed in 4% paraformaldehyde/PBS for 15 minutes and washed thrice with PBS. Next, cells were blocked with blocking buffer (PBS containing 5% donkey serum and 0.25% Triton X-100) for 1h at RT and incubated with primary antibodies diluted in PBS + blocking buffer (1:1) as mentioned in **Table 2** at 4°C overnight. After three PBS washing steps, secondary antibodies (**Table 2**) were applied for 2 h at RT. Nuclei were counterstained with Hoechst, and cover glasses were mounted with Shandon™ Immu-Mount™ (Epredia) and imaged using Nikon Eclipse TE2000-E or Nikon Eclipse Ti2 fluorescent microscopes.

**Table 2:** Antibodies and used dilutions.

Primary Antibodies	Company	Dilution
chicken anti-GFAP	Biolegend	1:1000
goat anti-SOX10	custom-made (aliquot kindly provided by Prof. Michael Wegener, University of Erlangen (26))	1:3000
mouse anti-αSMA	Dianova	1:800 – 1:1000
human anti-ANNA1	kindly provided by the Mayo Clinic (USA)	1:10000
rabbit anti-Connexin 43	custom-made (aliquot kindly provided by Prof. Christian Steinhäuser (27))	1:500

Secondary Antibodies	Company	Dilution
donkey anti-chicken CF633	Sigma Aldrich	1:800
donkey anti-goat Cy3	Dianova	1:800
donkey anti-mouse AF488	Dianova	1:800
donkey anti-human DyLight488	Invitrogen	1:800
donkey anti-rabbit AF647	Southern Biotech	1:800

### Brightfield analysis for area measurement

For Brightfield analysis, cells were fixed in 4% paraformaldehyde/PBS for 15 minutes and washed thrice with PBS. Brightfield imaging was performed using a Nikon Eclipse Ti2 microscope and the Nikon DS-Qi2 camera. For each coating and experiment, three wells were imaged, acquiring large images of 5x5 images at 100x magnification, achieving an overview of the cover glass. Area measurements were done with Fiji software, as described previously (28).

### Enzyme-linked immunosorbent assay

Release of IL-6 and CCL2 was measured in enteric glial cell culture supernatants treated with or without IL-1β for 24h. Supernatants were collected, centrifuged at 500 x g for 5 min, transferred to new tubes, and stored at -20°C before being processed for the IL-6 or CCL2 ELISA. ELISA kits were purchased from Thermo Fisher Scientific and used according to the manufacturer’s instructions.

### Isolation of *in vivo* enteric glial-specific RNA from *muscularis externa*

Enteric glia-specific mRNA from the naive *muscularis externa* of Sox10^iCreERT2^Rpl22^HA/+^ mice was performed as described previously (29). Briefly, small intestines were harvested and *muscularis externa* was mechanically separated from the mucosal layer. *Muscularis* tissue was lysed in two rounds in a Qiagen Powerlyzer24 (2600 rpm, 30 s, 5 min intermediate incubation on ice). Supernatants were incubated with 100 µl HA−coupled A/G beads (Cat.#HY-K0201 MedChemExpress Company) at 4°C and 7 rpm overnight. Magnetic separation was performed for 1 minute, and ribosomes containing mRNA were eluted from beads. RNA was isolated using the Qiagen RNeasy micro kit.

### 3’ bulk mRNA sequencing

RNA sequencing was performed by the Genomics Core Facility of the University Hospital Bonn. For the preparation of libraries, QuantSeq 3’ mRNA-Seq Library Prep Kit (Lexogen) according to the manufacturer’s instructions. Libraries were sequenced on the NovaSeq6000 with a sequencing depth of 10M raw reads. RNA-Seq data were analyzed by PartekFlow^1^ software (USA) using the Lexogen pipeline *12112017*. The pipeline consisted of two adapter trimming and a base-trimming step with subsequent quality controls (QC). Reads were aligned with star2.5.3, followed by a post-alignment QC and quantification to an annotation model. Normalized counts were subjected to a noise reduction filter (excluding features where maximum ≤ 15) followed by principal component and DESeq2 analysis. Sequencing files are deposited in the Gene Expression Omnibus (GEO) database under the GEO accession code GSE271114. Visualization was done with PartekFlow software and GraphPad Prism 10.

### Software

The software tools used for this study include PartekFlow^1^, including DESeq2, PCA, and heatmaps. Venn diagrams were done in PartekFlow or using the bioinformatics web tool^2^. Microscopic images were taken with Nikon NIS-Elements version AR 5.42.04 software and analyzed using ImageJ. Graphs were prepared with GraphPad Prism 10. Graphs and images were combined into figures using Affinity Designer version 2.4.0.

### Statistical analysis

Statistical analyses were performed with Prism 10.0 (GraphPad) using one-way ANOVA or two-way ANOVA with Tukey’s or Šídák’s multiple comparison tests, as stated in the figure legends. In all figures, p-values are indicated as * =p<0.05, ** =p<0.01, *** =p<0.001 and **** =p<0.0001 when compared to poly-L-ornithine as reference or to naive controls as indicated. All plots are mean ± SEM of the indicated numbers of replicates. The PartekFlow software was used to analyze RNAseq data. Herein, statistical analyses were performed using Fisher’s exact test which provided *p*-values with multiple testing corrections (FDR). The significance level for differentially expressed genes was set to FDR<0.05 and indicated in the figure legends were applicable.

## Results

### Matrigel and laminin advance primary enteric glial cell yield and network formation

A rising number of studies utilize primary enteric glial cell cultures to unravel their role in intestinal homeostasis and disease. However, the question of whether coating substrates used for cell adhesion can alter enteric glial biology is poorly understood. In the commonly used method of neurosphere-derived enteric glial cell cultures isolated from the murine small intestine *muscularis externa*, we analyzed their morphological properties on eight coating substrates, namely poly-L-ornithine, Matrigel, laminin, poly-D-lysine, poly-L-lysine, collagen type I, collagen type IV, and fibronectin (**Figure 1A**). First, we studied culture purity by isolating enteric glia from GFAP^Cre^Ai14^fl/fl^ reporter mice, expressing tdTomato in all GFAP^+^ cells. Among the eight tested coating substrates, we found the highest enteric glia purity in laminin coating, with 72% enteric glia, closely followed by Matrigel with 67% (**Figures 1B, B’**). As a reference, we used poly-L-ornithine, a coating substrate widely used in CNS and ENS *in vitro* approaches (7, 30, 31). Accordingly, comparing laminin and Matrigel to poly-L-ornithine (51% purity), we saw significantly higher glia enrichment with these two coatings, while poly-D-lysine, poly-L-lysine, collagen I and IV, as well as fibronectin did not differ much from poly-L-ornithine with culture purities ranging from 50% to 60% (**Figures 1B, B’**).

**Figure 1:**
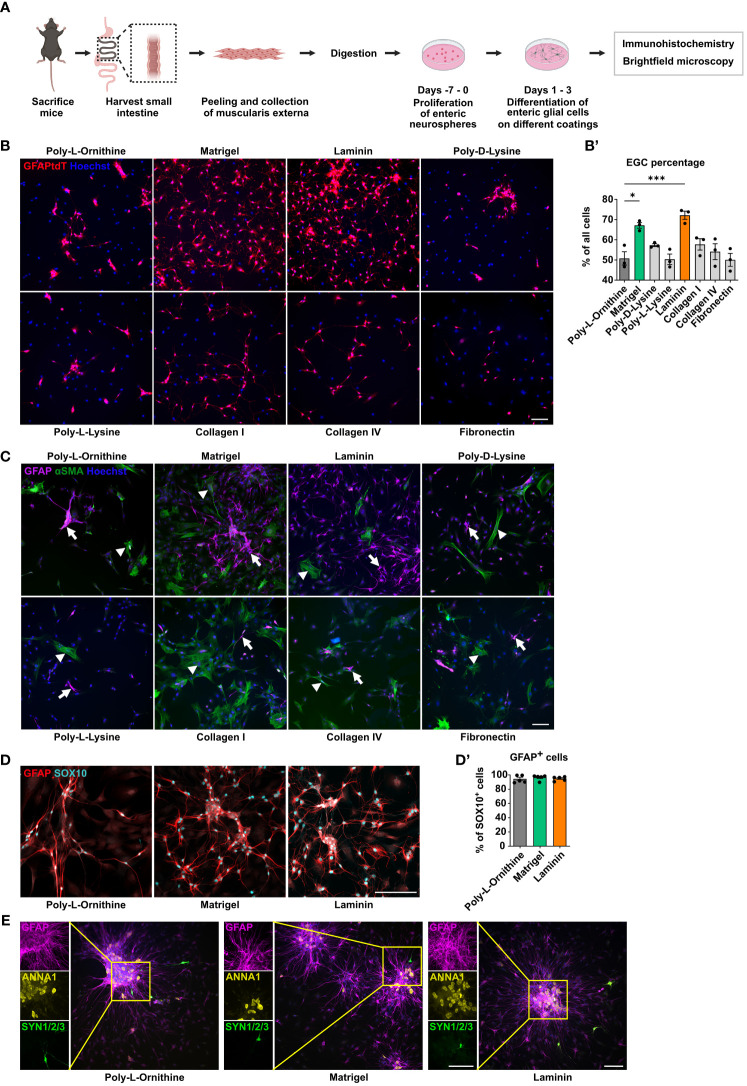
Matrigel and laminin advance primary enteric glial cell yield. **(A)** Schematic representation of the enteric glia culture model. **(B)** Enteric glia were isolated from GFAP^Cre^Ai14^fl/fl^ mice and differentiated on the indicated coating substrates. Representative immunofluorescence images of tdTomato^+^ enteric glia and nuclei (Hoechst) on indicated coatings (scale bar 100 µm). (**B’**) Percentage of tdTomato^+^ enteric glia of all cells (Hoechst) were determined, and data shown as mean ± SEM; significance to poly-L-ornithine (used as a reference) *p < 0.05 and ***p < 0.001 (one-way ANOVA with Tukey’s multiple comparisons test). Data points are from three technical replicates, representative for n = 2 independent experiments. **(C-E)** Enteric glia were isolated from C57BL6 mice and differentiated on the indicated coating substrates (scale bar 100 µm). **(C)** Representative immunofluorescence images of GFAP, αSMA, and nuclei (Hoechst) in enteric glia cultures on the indicated coatings. Arrows show GFAP^+^ glial cells; arrowheads show αSMA^+^ smooth muscle cells. **(D)** Representative immunofluorescence images of GFAP and SOX10 in enteric glia cultures on the indicated coatings. (**D’**) Percentage of GFAP^+^ cells among all SOX10^+^ cells in enteric glial cell cultures. Data show one experiment with 5 technical replicates representative for n = 3 biological replicates. Mean percentage per coating substrate: poly-L-ornithine = 94.52%, Matrigel = 96.79%, laminin = 95.22%. **(E)** Representative immunofluorescence images and corresponding close-up images showing GFAP (magenta), ANNA1 (yellow), and Synapsin 1/2/3 (green) in EGC cultures on indicated coatings.

As enteric glia were isolated from myenteric plexus-derived neurospheres, cultures are likely to contain other stromal cells, e.g. smooth muscle cells or neurons. Indeed, a co-staining of smooth muscle actin (αSMA) and GFAP revealed αSMA expression in some GFAP^-^ cells with a fibroblast-like morphology (**Figure 1C**). With Matrigel and laminin presenting the best glial yield, we validated whether the cultured cells also expressed another prominent glial cell marker, SOX10, keeping poly-L-ornithine as a reference. We found co-expression of GFAP and SOX10 with an overlap of ~95% in all three coating conditions (mean percentage per coating substrate: poly-L-ornithine = 94.52%, Matrigel = 96.79%, laminin = 95.22%; **Figures 1D, D’**). Next, we examined how different coating concentrations, affect EGC cultures. Therefore, we repeated the initially performed experiments, which were done with concentrations either recommended by the manufacturer or commonly used in the literature, and added a 5-fold lower and a 2.5-fold higher concentration for poly-L-ornithine, Matrigel, and laminin (**Table 1**). While no major differences could be observed between the different poly-L-ornithine concentrations, Matrigel showed the lowest EGC percentage and numbers with the highest concentration, while the lowest Matrigel concentration resulted in the highest glia enrichment, even exceeding the recommended concentration although this trend was not significant. For laminin, the standard concentration was significantly better compared to the others regarding EGC percentage and numbers (**Supplementary Figures S1A, A’**). We therefore conclude that ECM protein concentrations can be optimized to improve cell enrichment but the manufacturers’ recommended and commonly used concentrations already are within the optimal range. Therefore, we used the recommended concentrations for our further analyses.

**Figure 2:**
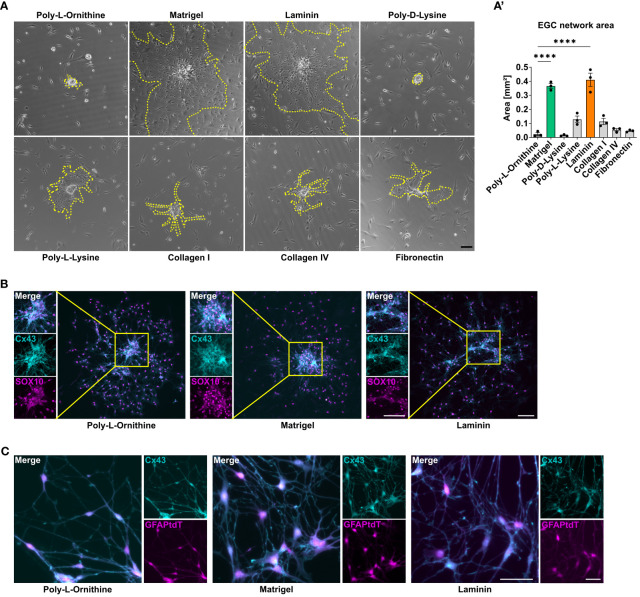
Matrigel and laminin advance primary enteric glial cell network formation. **(A, B)** Enteric glia were isolated from C57BL6 mice and differentiated on different coating substrates. Scale bar 100 µm. **(A)** Representative brightfield images of enteric glia network areas on the indicated coatings. The yellow dotted lines mark the outgrowing glial network arising from one neurosphere. (**A’**) Quantification of enteric glia network area in immunofluorescence images at day three of differentiation on different coating substrates. Data are shown as mean ± SEM and significance to poly-L-ornithine is displayed as ****p < 0.0001 (one-way ANOVA with Tukey’s multiple comparisons test). The data show an experiment with three technical replicates. Five neurosphere network areas were measured for each replicate. Data representative for n = 3 independent experiments. **(B)** Representative immunofluorescence images of connexin (Cx) 43 and SOX10 in enteric glia cultures on the indicated coatings showing Cx43 and SOX10 co-staining and corresponding close-up images of outgrowing sphere regions (scale bar 100 µm). **(C)** Enteric glia were isolated from GFAP^Cre^Ai14^fl/fl^ mice and differentiated on the indicated coating substrates. Representative immunofluorescence images of tdTomato^+^ glia and Cx43 in enteric glia connections (scale bar 50 µm).

Since neurospheres can give rise to enteric glia but also to enteric neurons, we further examined the expression of a specific nuclear neuronal marker, namely ANNA1, as well as synapsins (SYN1/2/3), which label axon terminals. In all three coating conditions, ANNA1^+^ cells were detected, but almost exclusively within the neurospheres but not in the outgrowing cells. SYN1/2/3 was very rarely detected in both, the neurospheres and the outgrown cells, indicating that immature but also differentiated neurons, the latter being able to form synapses were almost absent under all coating conditions (**Figure 1E**).

Microscopical images showed that enteric glia grow out from the neurospheres and form networks, while also individual cells, with no connection to the outgrown network exist. As enteric glia also build functional networks *in vivo*, we were interested if any coating condition might be superior in enabling glial network formation. Therefore, we quantified the enteric glial network area around neurospheres in both brightfield and immunofluorescent images of EGCs on different coating substrates (**Supplementary Figure S1B**). Again, Matrigel and laminin were superior, with a mean glial network area of 0.37 mm^2^ and 0.41 mm^2^ around neurospheres in brightfield images, respectively, which was around 20-fold larger than for poly-L-ornithine coating with 0.02 mm^2^ (**Figures 2A, A’**). Other coating substrates differed slightly from each other but were significantly lower than Matrigel or laminin (poly-D-lysine: 0.01 mm^2^, poly-L-lysine: 0.13 mm^2^, collagen I: 0.1 mm^2^, collagen IV: 0.05 mm^2^, fibronectin 0.05 mm^2^; **Figure 2A, A’**). In order to ensure that it is indeed enteric glia forming these networks, the areas were again measured in tdTomato^+^ cell cultures from GFAP^Cre^Ai14^fl/fl^ reporter mice (**Supplementary Figures S1C, C’**). Similar to the brightfield analysis, Matrigel and lamin surpassed the other coatings also in tdTomato^+^ EGC networks. Comparing the area formation of EGCs on different concentrations of Matrigel, laminin, and poly-L-ornithine, we found similar trends as for EGC percentage and numbers. In detail, no major changes in EGC network area were detected between different poly-L-ornithine concentrations, while Matrigel displayed decreased EGC areas with increasing concentrations. Again, the lowest Matrigel concentration showed a slightly higher potency than the recommended one, but this difference was not significant. For laminin, the standard concentration was surpassing both other concentrations (**Supplementary Figure S1D**).

As connexin-43 (Cx43) hemichannels have been shown to be required for intercellular signal transduction and communication in glial networks *in vivo* (32), we studied the formation of Cx43. Cx43 expression was detected in enteric glia in all coating conditions, both in outgrowing network forming areas and spheres, suggesting that all studied coatings allow functional glial network formation *in vitro* (**Figures 2B, C**).

Together, Matrigel and laminin yielded the highest purity and network formation capacity among the tested ECM substrates and therefore, we performed all following experiments with the standard concentrations of these both coatings in comparison to poly-L-ornithine as a reference.

### Enteric glia on Matrigel and laminin coating display similar transcriptional profiles but differ from poly-L-ornithine

Since the influence of ECM constituents reaches beyond cell morphology, culture purity and cellular network formation, we next analyzed the transcriptomic differences of enteric glia cultured on Matrigel, laminin or poly-L-ornithine. 

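Enteric glial cultures without cytokine were sequenced on 3 coatings, with 5 libraries each on Matrigel (a basement membrane extract), laminin (a basement membrane protein) and poly-L-ornithine (a synthetic polymer without matrix protein). Each naive library held 11945 to 12761 genes above 15 normalized counts, and its 10 most abundant genes took 13.2% to 21.1% of the normalized counts. The labels give 3 days of differentiation on the coating, whereas the paper's text gives day 5. QuantSeq libraries carry reads from the 3' end of polyadenylated transcripts, so a gene's value does not grow with its length. The authors trimmed the reads, aligned them to mm10 with STAR 2.5.3, quantified them per gene and divided each library's estimated counts by a size factor, and these normalized counts are the unit of every value. The paper states 10 M (mega) raw reads per library. The step between a library's low values, taken as 1 read, gave a median of 16.8 M reads on Matrigel (range 9.4 to 19.0), 10.0 M on laminin (9.2 to 22.5) and 19.7 M on poly-L-ornithine (17.5 to 41.9). The estimated mean was 24.9 M reads (SD 9.99, n = 5) on poly-L-ornithine. On the other coatings it was 14.1 M (SD 5.11, n = 10, two-sided exact permutation test, p = 0.00833). The step can be a fraction of 1 read, since the counts are estimates, and the reads are then overstated. Poly-L-ornithine replicate 4, at 41.9 M, had 14470 genes above 0, and replicate 1, at 19.7 M, had 15256. A difference in depth between coatings is thus not shown. Genes were compared with limma on log2(normalized count + 2) over all 30 culture libraries in a single fit, which kept 20687 genes whose maximum was above 15. Log2 fold changes are on that scale, which understates changes of genes with few counts, and p-values were adjusted by Benjamini-Hochberg over all genes tested.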

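No separation of naive cultures by coating passed the permutation test. Of the variance in log2 expression among these 10 naive libraries, 10.2% lay between laminin and Matrigel (pseudo-F 0.912, one-sided exact permutation test, p = 0.96). Between Matrigel and poly-L-ornithine the share was 11.8% (pseudo-F 1.07, one-sided exact permutation test, p = 0.0714), and between laminin and poly-L-ornithine it was 11.7% (pseudo-F 1.05, exact p = 0.135). Groups of this size without any difference also hold a share near these, so the share is not the size of a coating effect. Adjusted over 6 pairs of coatings, naive and IL-1β-treated, these naive pairs had an adjusted p of 0.96, 0.143 and 0.203 from the exact test. The smallest p that 5 against 5 libraries allow is 0.00794. Libraries were permuted freely, although culture libraries with the same rank of library serial number within their group deviated together (mean correlation 0.213). What that rank marks is not known, so a smaller difference within such sets is left open. No other test or fit of the cultures used that rank, and the same limit holds for those that did not pass. The Matrigel pair fell below 0.05 without Matrigel replicate 1 (exact p = 0.0317), replicate 3 (exact p = 0.0397) or replicate 5 (exact p = 0.0238). The first principal component of the 15 libraries held 11.5% of the variance and the second 8.77%.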

Principal component analysis revealed a separation of enteric glial cultured on poly-L-ornithine from those cultured on Matrigel or laminin, which were very similar (**Figure 3A**). Looking at the number of differentially expressed genes (DEG), we found laminin and Matrigel showing the lowest amount of DEG (6 genes), while poly-L-ornithine differed from Matrigel or laminin by 14 and 10 genes, respectively (**Figure 3B**). 

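A single gene, Ccl2, differed between naive coatings in the limma fit. Ccl2 encodes a chemokine that attracts monocytes, lies on chromosome 11 of GRCm38 from 82035577 to 82037452, and was lower on Matrigel than on poly-L-ornithine. Its normalized counts were 101.8 ± 33.9 (SD, n = 5) on Matrigel, 138.0 ± 30.0 on laminin and 215.6 ± 42.9 on poly-L-ornithine. The log2 fold change of Matrigel against poly-L-ornithine was -1.12 (standard error 0.205, adjusted p = 0.024 from limma). This call was lost without Matrigel replicate 2 (adjusted p = 0.0629 from limma) or replicate 4 (0.231), and without poly-L-ornithine replicate 3 (0.226) or replicate 4 (0.0791). Matrigel and poly-L-ornithine thus differed in 1 gene by limma (1067 genes at an unadjusted p under 0.05, 4 genes by limma-voom). All limma-voom fits used read counts rebuilt with each library's estimated step, so they share the uncertainty of the depths. Laminin and poly-L-ornithine differed in 0 genes by limma (942 at an unadjusted p under 0.05, 1 by limma-voom), and laminin and Matrigel in 0 (751 and 0). With Matrigel and laminin taken together against poly-L-ornithine, 0 genes passed (1046 and 3). In data simulated from these libraries, the Matrigel and poly-L-ornithine comparison recovered 29.3% of the genes changed 2-fold and 79.7% of those changed 4-fold.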

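Adm, which encodes the vasoactive peptide adrenomedullin, had the clearest difference between coatings among 5 genes of homeostasis, cytoskeleton and signaling: Adm, Dlc1, Haus8, Lrpprc and Scn7a. All 5 had higher means on Matrigel and laminin than on poly-L-ornithine, and none passed an adjusted p of 0.05 from limma with both coatings taken together. Adm (chromosome 7 of GRCm38, 110627657 to 110629820) had 3263 ± 481 normalized counts (SD, n = 5) on Matrigel, 2614 ± 369 on laminin and 1502 ± 246 on poly-L-ornithine. Each of the 10 Matrigel and laminin libraries (2230 or more) lay above each poly-L-ornithine library (1898 or less), with a log2 fold change of 0.96 (standard error 0.184, adjusted p = 0.079 from limma). Adm passed without Matrigel replicate 5 (adjusted p = 0.0212 from limma), laminin replicate 3 (0.0469) or poly-L-ornithine replicate 2 (0.0291). It also passed by limma-voom (adjusted p = 0.00468) and with only the groups compared in the fit (adjusted p = 6.2e-06 from limma). Scn7a, which encodes a sodium channel (chromosome 2, 66673426 to 66784910), varied widely: 558.0 ± 401 on Matrigel, 584.6 ± 683 on laminin and 72.81 ± 55.2 on poly-L-ornithine (log2 fold change 2.66, standard error 0.605, adjusted p = 0.197 from limma). Dlc1, which acts on the actin cytoskeleton (chromosome 8, 36567739 to 36953184), had a log2 fold change of 0.47 (standard error 0.145, adjusted p = 0.554). Haus8, a subunit of the microtubule-branching augmin complex (chromosome 8, 71250597 to 71272627), had 189.0 ± 43.9, 171.1 ± 59.8 and 77.62 ± 24.5 normalized counts on Matrigel, laminin and poly-L-ornithine (adjusted p = 0.504). Lrpprc, a binding protein of mitochondrial mRNA (chromosome 17, 84705247 to 84790786), had a log2 fold change of 0.37 (standard error 0.158, adjusted p = 0.887).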

Hierarchical clustering of these DEGs confirmed increased expression of genes related to homeostasis (*Adm* (33)), cytoskeletal organization and migration (*Dlc1*, *Haus8*, *Lrpprc*) as well as signal transduction (*Scn7a* (34)) in enteric glia on Matrigel and laminin compared to poly-L-ornithine. Interestingly, recent single-cell RNAseq studies found a strong expression of *Scn7a* in enteric glia and a subset of stromal cells but not in enteric neurons^3^. 

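Plaat3 and Zfyve9 were expressed on every coating and had higher means on poly-L-ornithine, while Gbp5 and Neurl3 were close to absent from naive cultures. Plaat3 encodes a phospholipase that acts on organelle membranes and lies on chromosome 19 of GRCm38 from 7557459 to 7588545. It had 421.7 ± 78.7 normalized counts (SD, n = 5) on Matrigel, 363.6 ± 34.5 on laminin and 578.5 ± 101 on poly-L-ornithine, and Matrigel and laminin together gave a log2 fold change of -0.55 against poly-L-ornithine (standard error 0.197, adjusted p = 0.721 from limma). Zfyve9 (chromosome 4, 108637466 to 108781269) encodes the adaptor that brings SMAD proteins to the TGF-β receptor. Its normalized counts were 180.2 ± 48.9 on Matrigel, 270.8 ± 52.8 on laminin and 354.4 ± 75.5 on poly-L-ornithine (log2 fold change -0.69, standard error 0.248, adjusted p = 0.752). Gbp5, an interferon-induced GTPase of the inflammasome (chromosome 3, 142496934 to 142522344), was listed at 0 in the 5 Matrigel libraries and had 1.61 ± 3.59 on laminin and 5.33 ± 6.77 on poly-L-ornithine (adjusted p = 0.962). Neurl3, an E3 ubiquitin ligase (chromosome 1, 36264602 to 36274674), was listed at 0 in the 5 laminin libraries and had 5.20 ± 6.20 on Matrigel and 16.44 ± 19.6 on poly-L-ornithine (adjusted p = 0.943). For these 4 genes no difference between coatings passed the limma test.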

Genes with higher expression in enteric glia on poly-L-ornithine were related to membrane damage (*Plaat3*) and inflammatory pathways (*Gbp5* (35), *Zfyve9*, *Neurl3*). The latter genes were described as more expressed in enteric glia than enteric neurons^3^. 

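Glial marker genes were expressed at similar levels on the 3 coatings, and none of Sox10, Gfap and S100b passed the limma test between Matrigel and laminin together and poly-L-ornithine. Sox10, the transcription factor that defines the glial lineage (chromosome 15 of GRCm38, 79154913 to 79164490), had 7916 ± 2850 normalized counts (SD, n = 5) on Matrigel, 7482 ± 2920 on laminin and 7580 ± 2780 on poly-L-ornithine (log2 fold change 0.03, standard error 0.274, adjusted p = 1.0 from limma). Gfap, the glial intermediate filament (chromosome 11, 102887336 to 102897200), had 353.1 ± 153, 418.7 ± 52.1 and 483.1 ± 119 in the same order (adjusted p = 0.965). S100b, a calcium-binding protein (chromosome 10, 76253836 to 76261319), had 1778 ± 430, 2021 ± 642 and 2556 ± 814 (log2 fold change -0.40, standard error 0.306, adjusted p = 0.965). Of 20 genes of enteric glia and the Schwann lineage, 0 passed over all genes tested, and 2 were higher and 1 lower on Matrigel and laminin when adjusted over the list alone. Their summed level, in counts per library scaled to a common total (CPM), was 3016 ± 796 (SD, n = 5) on Matrigel, 3006 ± 1090 on laminin and 3095 ± 1070 on poly-L-ornithine, a ratio of Matrigel and laminin to poly-L-ornithine of 0.973 (two-sided exact permutation test, p = 0.871).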

Although typical glial markers like *Sox10*, *Gfap*, *Plp1* or *S100b* were not differentially expressed between the three different coating conditions, DEGs related to homeostasis, signal transduction, and inflammation supported our hypothesis of a difference between Matrigel and laminin versus poly-L-ornithine cultured glia (**Figure 3C**).

**Figure 3:**
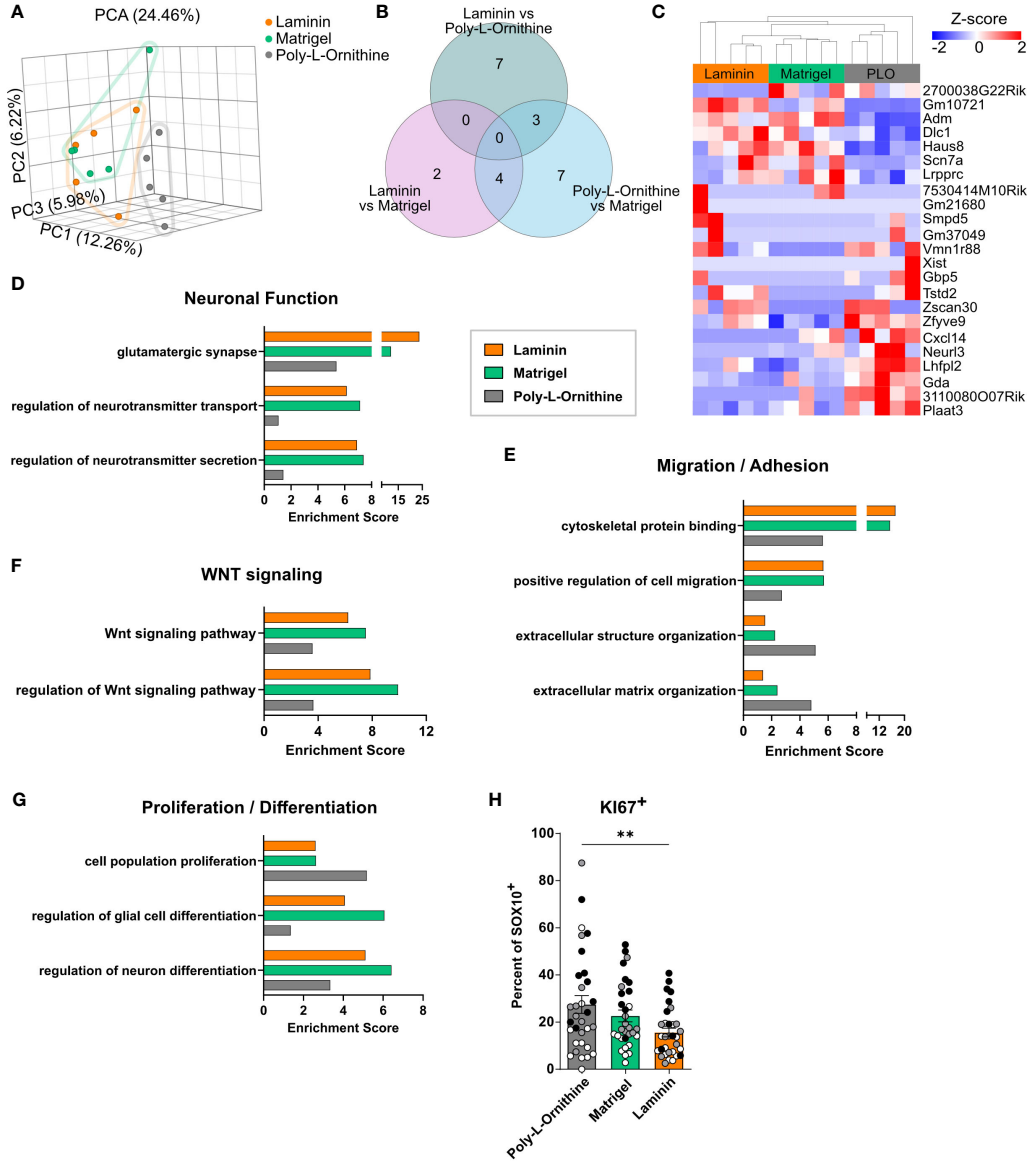
Enteric glia on Matrigel and laminin coating display similar transcriptional profiles but differ from poly-L-ornithine. **(A-G)** Enteric glia were isolated from C57BL6 mice, differentiated on indicated coatings, and processed for bulk 3’ mRNA sequencing (n = 5 biological replicates). **(A)** Principal component analysis (PCA) of enteric glial cell cultures on different coatings. Each dot represents one biological replicate. **(B, C)** Venn diagram **(B)** and heatmap **(C)** showing differentially expressed genes of enteric glia on different coating substrates (FDR < 0.05). PLO = poly-L-ornithine. **(D-G)** Gene set enrichment analysis for genes highly expressed (maximum counts > 15) by enteric glia under naive conditions on poly-L-ornithine (grey), Matrigel (green) and laminin (orange) coating. Selected gene sets are displayed and related to neuronal function **(D)**, migration/adhesion **(E)**, WNT signaling **(F)** and proliferation/differentiation **(G)**. **(H)** Enteric glia were isolated from C57BL6 mice and differentiated on indicated coatings. Percentage of KI67^+^ cells of SOX10^+^ glia were determined in EGC cultures. Data are shown as mean ± SEM and significance is displayed as **p < 0.01 (one-way ANOVA with Tukey’s multiple comparisons test). The data show 10-12 spheres per coating and per biological replicate (n = 3). Dots are colored by biological replicate.

To further address the transcriptional pathways activated in enteric glia by different coating substrates, we performed a gene set enrichment analysis of highly expressed genes (maximum counts > 15) for each coating. Here, we found gene sets related to neuronal functions, such as “glutamatergic synapse”, “regulation of neurotransmitter transport”, and “regulation of neurotransmitter secretion” enriched in Matrigel and laminin (**Figure 3D**). 

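Genes of synapses and neurotransmitter release were expressed on all 3 coatings, and their medians lay below 0 for Matrigel and laminin against poly-L-ornithine. Of 34 genes of the glutamatergic synapse, 24 were above 15 normalized counts on Matrigel, 25 on laminin and 29 on poly-L-ornithine. Of 33 genes of neurotransmitter transport and secretion, 32 passed that level on each coating, and the same 32 did so on all 3. Over the whole transcriptome, 15692 genes passed it on Matrigel, 15766 on laminin and 15894 on poly-L-ornithine, and 13558 of them were shared by the 3 coatings. Of the genes that passed on a single coating, 88.2% on Matrigel, 89.7% on laminin and 84.9% on poly-L-ornithine did so in only 1 library. The 33 glutamatergic genes tested had a median log2 fold change of -0.26 (adjusted p = 0.436 from camera, limma's gene set test), with 12 members above 0. For the 33 transmitter genes the median was -0.26 and 8 members were above 0 (adjusted p = 0.0561 from camera). No member of either list passed limma's test over all genes or when adjusted over the list alone. A list of 16 enteric neuron genes had a median of -0.32 (adjusted p = 0.0124 from camera, adjusted p = 0.434 with an estimated correlation). Among its members, Stmn2, a neuronal microtubule regulator, had a log2 fold change of -0.76 (standard error 0.253, adjusted p = 0.65 from limma).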

As we could only rarely detected neurons in our glial cultures, these enrichments indicate a neurosupportive function of enteric glia and not differentiation of the glia towards a neuronal phenotype. Moreover, gene sets related to “cytoskeletal protein binding” and “positive regulation of cell migration” showed 2-fold enrichment in Matrigel and laminin compared to poly-L-ornithine, suggesting higher regulation of genes related to adhesion and cell motility (**Figure 3E**). On the other hand, enteric glia on poly-L-ornithine showed stronger enrichment of the GO terms “extracellular structure organization” and “extracellular matrix organization”, hinting at an enhanced reaction of enteric glia to their “artificial” environment. 

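All 45 listed genes of the actin cytoskeleton, focal adhesion and cell migration were above 15 normalized counts on each of the 3 coatings. Between Matrigel and laminin together and poly-L-ornithine, their median log2 fold change was 0.04, and 27 of the 45 were above 0 (adjusted p = 0.0544 from camera). No member passed limma's test, over all genes or when adjusted over the list alone. A list of 13 smooth muscle genes, several of which encode parts of the contractile actin apparatus, had a median of 0.97, with 10 members above 0 (adjusted p = 0.000273 from camera, adjusted p = 0.434 with an estimated correlation). The summed level of the 14 smooth muscle markers was 3155 ± 1400 CPM (SD, n = 5) on Matrigel, 3335 ± 2210 on laminin and 1581 ± 413 on poly-L-ornithine (two-sided exact permutation test of the 10 against the 5 libraries, p = 0.0599, adjusted p = 0.299 over 10 cell type lists, ratio 2.05).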

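Genes of the extracellular matrix were expressed on every coating, and as a group they were shifted neither way. All 55 listed genes of the collagen-containing matrix were above 15 normalized counts on Matrigel, laminin and poly-L-ornithine. Their median log2 fold change between Matrigel and laminin together and poly-L-ornithine was 0.04 and their mean was -0.01 (adjusted p = 0.978 from camera with an estimated correlation, direction up), with 28 members above 0. Vcan, which encodes the proteoglycan versican, was lower on Matrigel and laminin when adjusted over the list alone, and did not pass over all genes (log2 fold change -1.15, standard error 0.316, adjusted p = 0.462 from limma). Its normalized counts were 187.3 ± 101 (SD, n = 5) on Matrigel, 216.9 ± 109 on laminin and 409.0 ± 117 on poly-L-ornithine. The 16 basement membrane genes had a median of 0.09 (adjusted p = 0.168 from camera). Single matrix genes had similar levels: Tnc, which encodes tenascin C, had means of 3348, 3187 and 2969, and Mmp2, a matrix metalloproteinase, 2386, 2335 and 2801, on Matrigel, laminin and poly-L-ornithine.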

Interestingly, gene sets for “Wnt signaling pathway” and “regulation of Wnt signaling pathway” displayed more pronounced enrichment scores in Matrigel- and laminin-treated enteric glia, suggesting functional differences of these cells regarding Wnt-induced neural differentiation processes (36) and Wnt-regulated epithelial homeostasis, a well-known feature of enteric glia (37) (**Figure 3F**). 

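Of 47 genes of Wnt signaling, 38 were above 15 normalized counts on Matrigel, 39 on laminin and 38 on poly-L-ornithine, and 36 on all 3. For Matrigel and laminin together against poly-L-ornithine, the 42 Wnt genes tested had a median log2 fold change of 0.10, with 28 members above 0 (adjusted p = 0.168 from camera). None of the 42 passed limma's test over all genes or when adjusted over the list alone. The related list of 23 genes of BMP signaling and Id transcription factors, which act downstream of BMP receptors, had a median of 0.49, with 16 above 0 (adjusted p = 0.0429 from camera, adjusted p = 0.434 with an estimated correlation).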

Importantly, gene sets for “regulation of glial cell differentiation” and “regulation of neuron differentiation” were enriched in Matrigel- and laminin-treated glia, while poly-L-ornithine-treated glia exhibited enrichment for the gene set “cell population proliferation” (**Figure 3G**). 

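No single gene of the lists of neuron and glial differentiation passed limma's test over all genes between naive coatings, and no shift of either list held with an estimated correlation. The 27 genes of neuron differentiation had a median log2 fold change of -0.42 for Matrigel and laminin together against poly-L-ornithine, with 3 members above 0 (adjusted p = 0.000355 from camera, adjusted p = 0.434 with an estimated correlation). The 28 genes of glial differentiation had a median of 0.13 and a mean of -0.02, with 17 above 0 (adjusted p = 0.168 from camera, direction up). When adjusted over the list alone, Pmp22, a myelin membrane protein, was higher on Matrigel and laminin (log2 fold change 0.55, standard error 0.164, adjusted p = 0.554 over all genes). The 31 genes of the cell cycle had a median of 0.20, with 23 above 0 (adjusted p = 0.0923 from camera). Mki67, which encodes the proliferation antigen KI67, had 86.77 ± 78.1 normalized counts (SD, n = 5) on Matrigel, 76.74 ± 73.8 on laminin and 36.82 ± 30.5 on poly-L-ornithine (log2 fold change 1.35, standard error 0.802, adjusted p = 0.943 from limma). Matrigel replicate 5 had 223.8 and the other Matrigel libraries 75.49 or less, and the log2 fold change was 1.14 without it and 0.458 without poly-L-ornithine replicate 2. Genes above 15 normalized counts numbered 26, 25 and 27 of 29 for glial differentiation, 24, 23 and 27 of 27 for neuron differentiation and 31, 30 and 31 of 31 for the cell cycle, on Matrigel, laminin and poly-L-ornithine. From its gene sets and its counts of KI67-positive glia, the paper proposes a more differentiated glial state on Matrigel and laminin and a proliferative state on poly-L-ornithine.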

To further analyze the aspect of proliferation, we quantified the amount of KI67^+^ cells in EGC cultures on different coatings. Indeed, the percentage of KI67^+^ cells among the SOX10^+^ enteric glia was significantly higher in poly-L-ornithine compared to laminin cultures, with a similar trend, although not significant, compared to Matrigel (**Figure 3H**, **Supplementary S2A, B**). Together, this suggests a rather proliferative state of cells on poly-L-ornithine and a more differentiated enteric glia phenotype on Matrigel and laminin coatings.

In conclusion, transcriptomes of enteric glia on different coating substrates revealed differential expression of genes related to homeostasis, migration, adhesion, Wnt signaling and neuronal cell differentiation, identifying Matrigel and laminin as substrates, potentially promoting glial cell differentiation and homeostatic functionality *in vitro*.

### Enteric glial *in vitro* and *in vivo* depict distinct transcriptomic differences

As cell culture models should mimic *in vivo* states, our next goal was to compare (*in vitro*) enteric glia on different coating substrates with their native (*in vivo*) counterparts. To this end, we used Sox10^iCreERT2^Rpl22^HA/+^ (*RiboTag*) mice, which enable glial-cell specific mRNA isolation directly from tissues (29) (**Supplementary Figure S3A**). 

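RNA bound to tagged ribosomes of Sox10-expressing cells was sequenced from the muscularis of 5 naive mice, in which a Cre recombinase under Sox10 control, induced with tamoxifen, adds a hemagglutinin tag to the ribosomal protein RPL22. The 5 RiboTag libraries held 13979 to 14513 genes above 15 normalized counts, and their 10 most abundant genes took 10.0% to 14.9% of the normalized counts. The step between low values gave an estimated median of 8.4 M reads per library (range 6.9 to 52.6 M), with replicate 5 the highest. Replicate 5 had 16564 genes above 0, and replicate 2, at an estimated 7.2 M reads, had 17068, so these depths are uncertain. The same 3' sequencing, alignment and size factors were applied by the authors to these libraries and to the cultures. RiboTag libraries were compared with the 15 naive culture libraries in a separate limma fit of 20 libraries and 20320 genes, on the same log2 scale and with the same filter. In that fit, 9239 genes differed between RiboTag and the mean of the 3 naive cultures (6366 higher and 2873 lower in RiboTag). The median gene was 0.32 higher in RiboTag on the log2 scale, or 0.21 higher when libraries were scaled by TMM (trimmed mean of M values), so a change near that size is not set apart from the bulk of genes. Ddx3y, a gene of the Y chromosome, had 6.30 ± 10.4 normalized counts (SD, n = 5) in RiboTag and 469.1 ± 102 (SD, n = 30) in naive and treated cultures. Xist, which is transcribed from the inactive X chromosome, had 1810 ± 456 (SD, n = 5) in RiboTag and was listed at 0 in 28 of 30 culture libraries. These genes read as female for RiboTag and male for cultures, and the sex of the mice was not found in the labels or the paper. Tissue and culture differed in animals and their apparent sex, tamoxifen treatment, preparation and method of RNA isolation at once, so those effects cannot be separated.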

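RiboTag and naive culture libraries separated, while no separation between naive coatings passed the permutation test. Both held transcripts of non-glial cell types as well. Of the variance in log2 expression among the 20 naive libraries, 36.7% lay between RiboTag and cultures (pseudo-F 10.4, one-sided exact permutation test, p = 6.45e-05, the smallest the assignments can give). Against single coatings, limma called 7435 genes for RiboTag and poly-L-ornithine, 7686 for RiboTag and Matrigel and 7701 for RiboTag and laminin. The largest increase in RiboTag among the abundant genes was that of Myh11, which encodes the heavy chain of smooth muscle myosin (chromosome 16 of GRCm38, 14194527 to 14292188). It had 213000 ± 124000 normalized counts (SD, n = 5) in RiboTag and 39.6 ± 29.7 (SD, n = 15) in naive cultures (log2 fold change 12.74, standard error 0.627, adjusted p = 1.55e-11 from limma).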

Principal component analysis of RNAseq data showed clear differences between the *in vivo* and *in vitro* cultured glia (**Supplementary Figure S3B**). PC1-related genes were responsible for the vast difference (28.18%) between all samples. However, disregarding quantitative differences among the top 1000 genes expressed in each condition, we found about 60% overlap between *in vitro* and *in vivo* samples, not differing between the tested coatings (poly-L-ornithine: 60.1%, Matrigel: 60.5%, laminin 60.4%). 

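The first principal component of the log2 values held 37.0% of the variance and the second 5.84%. With each gene scaled to unit variance, the first held 29.7%, and with unlogged values 84.9%. Genes at the culture end of this difference included Cdkn2b, a cell cycle inhibitor, with 484.5 ± 132 normalized counts (SD, n = 15) in naive cultures and 3.66 ± 5.89 (SD, n = 5) in RiboTag (log2 fold change -6.94, standard error 0.359, adjusted p = 8.58e-18 from limma). Olig1, a transcription factor of the oligodendrocyte lineage, followed with 426.5 ± 240 in cultures and 5.29 ± 11.8 in RiboTag (-6.77, standard error 0.496, adjusted p = 1.37e-12). Atf3, a stress-induced transcription factor, had 708.1 ± 340 in cultures and 21.1 ± 22.7 in RiboTag (log2 fold change -5.78). Of 18 genes of ATF4 and the integrated stress response, 15 were lower in RiboTag (median -2.57, adjusted p = 0.0113 from camera with an estimated correlation). Genes listed at 0 in all 15 naive culture libraries included Cd74, the invariant chain of MHC class II, at 1730 ± 440 in RiboTag, and Igkc, an immunoglobulin light chain, at 1555 ± 316.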

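Among the 1000 genes with the highest mean in each group, RiboTag shared 58.6% with poly-L-ornithine, 59.2% with Matrigel and 59.7% with laminin. Single libraries gave shares of 57.9% (SD 2.68 over 25 pairs of libraries), 57.9% (SD 2.84) and 58.2% (SD 2.66) for the same coatings, so the coatings differed by less than pairs of libraries did. For comparison, RiboTag libraries shared 84.6% (SD 2.79) with each other, and libraries on poly-L-ornithine 87.5% (SD 1.38), on Matrigel 86.5% (SD 2.41) and on laminin 86.3% (SD 2.03). Libraries on different coatings shared 86.9% to 87.0%.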

Overall, 569 of 1000 genes overlapped between all *in vitro* and *in vivo* conditions, hinting at the conservation of ~57% of genes *in vitro*. 

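The lists of the 1000 most expressed genes had 562 genes in common to RiboTag and the 3 coatings, and the 3 coatings alone shared 905. The common genes held 5 of 20 listed genes of enteric glia and the Schwann lineage, 14 of 55 genes of the extracellular matrix and 16 of 45 genes of the cytoskeleton and migration.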

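RiboTag alone placed 385 genes among the 1000 most expressed, and all 3 coatings but not RiboTag placed 343. Glial genes in the RiboTag group included Gfap, Lgi4 (a ligand of glial myelination), L1cam (a cell adhesion molecule) and Scn7a. It also held 8 smooth muscle genes, among them Tagln, Des and Actg2, 5 neuronal genes, among them Elavl4 and Nos1, and 3 genes of MHC class I presentation, H2-K1, H2-Q7 and Psmb8. The culture group held 13 genes of the extracellular matrix, among them Col6a1, Tnc and Mmp2, 5 genes of the integrated stress response, among them Ddit3 and Gdf15, and the hypoxia-responsive genes Adm, Pgk1 and Gapdh. Membership in these groups is a matter of rank rather than of presence. Of the 385 genes, 358 were above 0 in every naive culture library, with a median rank of 2349 in cultures. The 343 genes were above 0 in every RiboTag library, with a median rank of 1663 there. The 385 genes took 16.0% of a RiboTag library's normalized counts (SD 0.89, n = 5) and 2.77% of a naive culture's (SD 0.2, n = 15).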

Interestingly, 369 genes were only expressed in the *RiboTag* group, and 336 genes were exclusively expressed within all *in vitro* conditions (**Supplementary Figure S3C**), highlighting also substantial differences between *in vivo* and *in vitro* enteric glia. To further address these differences, we evaluated the expression of marker genes uniquely expressed by enteric glia (derived from (38)). Although a few *in vitro* samples displayed high expression of single genes (*Aldh1a1*, *Clu*) comparable to the expression in *RiboTag* samples, the vast majority of genes, including *Gfap*, *S100b*, *Sox10,* and *Plp1*, showed a much stronger expression within the *in vivo* enteric glia, with no obvious differences between coating substrates (**Supplementary Figure S3D**). Together, these data suggest the existence of both a conserved genetic profile that is independent of the cellular environment and environmentally dependent genes whose expression differs between cultured and *in vivo* glia. Nevertheless, it should be noted that the transcriptional patterns detected *in vitro* are not uniquely representing enteric glia responses as other contaminating cell types are also included in these cultures. 

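Most glial marker genes had more normalized counts in RiboTag than in naive cultures. Gfap had 3229 ± 2000 (SD, n = 5) in RiboTag and 418.3 ± 120 (SD, n = 15) in naive cultures (log2 fold change 2.84, standard error 0.219, adjusted p = 9.64e-13 from limma). S100b had 7795 ± 1220 and 2118 ± 688 (1.94, standard error 0.205, adjusted p = 9.48e-08), and Sox10 15430 ± 2760 and 7659 ± 2650 (1.07, standard error 0.232, adjusted p = 0.0011). Aldh1a1, a retinaldehyde dehydrogenase, and Clu, which encodes clusterin, were higher too. Aldh1a1 had 1092 ± 270 in RiboTag, 938.7 ± 423 on Matrigel, 744.1 ± 311 on laminin and 540.0 ± 132 on poly-L-ornithine (log2 fold change of RiboTag against the 3 coatings 0.65, adjusted p = 0.0158), and Clu had 559.6 ± 213, 315.5, 349.0 and 176.1 (1.16, adjusted p = 0.00452). A laminin library with 864.0 counts of Clu lay above the RiboTag mean. Among the genes labelled in Supplementary Figure 3D, Cdh19, a glial cadherin, did not pass (log2 fold change 0.08, adjusted p = 0.848), and Cryab, a small heat shock protein, and Pmp22 were lower in RiboTag (-1.23, adjusted p = 2.29e-08, and -1.40, adjusted p = 1.53e-10). Of 20 genes of enteric glia and the Schwann lineage, 15 were higher and 2 lower (median 1.81, adjusted p = 0.000159 from camera, adjusted p = 0.192 with an estimated correlation). From the shared and the differing genes, the paper proposes that glia keep a conserved profile beside genes that depend on their environment.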

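Transcripts of several non-glial cell types were present in naive cultures.
Fibroblast markers were the most abundant, with 14 genes that summed to 6905 ± 2320 CPM (SD, n = 5) on Matrigel, 7091 ± 3280 on laminin and 6581 ± 1640 on poly-L-ornithine, led by Dcn, which encodes the proteoglycan decorin.
Enteric neuron markers summed to 860.0 ± 226 CPM on Matrigel, 882.1 ± 225 on laminin and 1178 ± 372 on poly-L-ornithine, a ratio of Matrigel and laminin to poly-L-ornithine of 0.739 (two-sided exact permutation test, p = 0.0599, adjusted p = 0.299 over 10 cell type lists).
Mesothelium markers summed to 183.1 ± 111, 188.0 ± 115 and 220.5 ± 192, macrophage markers to 89.3 ± 37.3, 66.2 ± 32.1 and 66.4 ± 38.4, and endothelium markers to 67.6 ± 15.6, 55.1 ± 18.0 and 51.3 ± 8.28.
Epithelium markers summed to 5.83 ± 3.05, 6.36 ± 3.09 and 5.28 ± 4.70, and lymphocyte markers to 1.79 ± 2.30, 2.16 ± 2.07 and 2.77 ± 2.43.
RiboTag libraries held more transcripts of most of these types than cultures did.
Smooth muscle markers rose from 2690 CPM in naive cultures to 55000 in RiboTag, epithelium markers from 5.82 to 191.8 and macrophage markers from 74.0 to 285.7 (two-sided exact permutation tests, p = 6.45e-05 for each, the smallest the assignments can give; adjusted p = 8.06e-05 over 10 cell type lists).
Fibroblast markers fell from 6859 to 1838 CPM (two-sided exact permutation test, p = 6.45e-05), and the sum of mesothelium markers did not pass (ratio 0.84, p = 0.625), with 4 of 10 members higher and 1 lower by limma.
Summed markers are not shares of cells, since cell types differ in RNA content and in the expression of each marker.

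**Figure D1:**
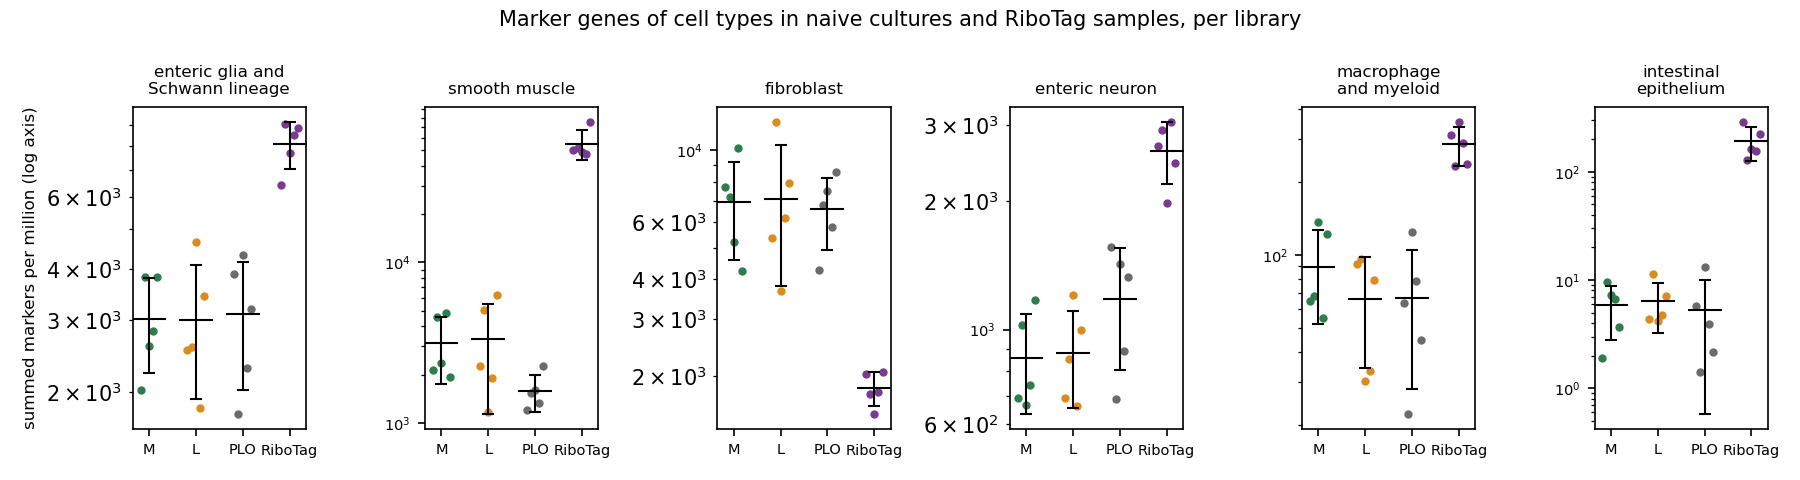
Summed normalized counts of the marker genes of 6 cell types, as CPM on a log axis, in naive cultures on Matrigel (M), laminin (L) and poly-L-ornithine (PLO) and in RiboTag libraries. Dots are single libraries and bars are mean ± SD (n = 5); smooth muscle markers lie near 55000 in RiboTag and far lower in cultures, while fibroblast markers lie lower in RiboTag.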

Our comparison with the *Ribotag* approach underlines the need for suitable *in vivo* model systems to study enteric glia biology.

### ECM substrates differentially affect reactive enteric glia transcriptomes after IL-1β activation

As enteric glia are of rising interest in inflammatory diseases, we next addressed the effect of coating substrates on enteric glial immune reactivity. 

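IL-1β was given to cultures on Matrigel, laminin and poly-L-ornithine at 10 ng/ml for 24 h, and 5 libraries per coating were sequenced beside the 15 naive libraries. The 10 largest increases among abundant genes with all treated libraries above the naive ones of their coating included the chemokine genes Cxcl5, Cxcl2, Cxcl1 and Ccl5. The rest were Saa3, Lcn2, Hp, Il13ra2, Steap4 and Nos2. Averaged over the 3 coatings, 708 genes rose and 831 fell after IL-1β by limma, of 20687 tested. Among them, Cxcl5, a neutrophil chemokine (chromosome 5 of GRCm38, 90759298 to 90761625), had means of 6867, 7795 and 4843 normalized counts after IL-1β on Matrigel, laminin and poly-L-ornithine, and of 7.36, 0 and 2.09 in naive cultures (log2 fold change 10.93, standard error 0.312, adjusted p = 3.13e-31 from limma). Treated libraries held 11972 to 12464 genes above 15 normalized counts. The step between low values gave a median of 9.7 M reads on Matrigel (range 8.8 to 23.3), 11.0 M on laminin (7.9 to 35.6) and 19.4 M on poly-L-ornithine (9.4 to 34.0). The estimated mean was 14.7 M reads on Matrigel and laminin (SD 8.86, n = 10) and 22.8 M on poly-L-ornithine (SD 10.4, n = 5), a difference that did not pass (two-sided exact permutation test, p = 0.138). The step can be a fraction of 1 read, so these depths are uncertain. Naive and treated libraries were fitted together, so that 6 groups of 5 libraries share an estimate of the spread, and the difference between coatings in the response to IL-1β was tested as an interaction.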

Enteric glia were cultured on Matrigel, laminin or poly-L-ornithine and treated with interleukin-1β (IL-1β), a cytokine well-known to induce an immune-reactive state of enteric glia *in vivo* and *in vitro* (**Figure 4A**). *Il1r1* expression in enteric glia was comparable between all coatings under naive conditions and increased by IL-1β treatment in all coatings to the same extent (**Supplementary Figure S4A**). 

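Il1r1, which encodes the signaling receptor of IL-1 (chromosome 1 of GRCm38, 40222480 to 40316201), had similar levels on the 3 naive coatings and higher means after IL-1β on each. Relative to the mean of the 4 housekeeping genes Gapdh, Rpl32, Actb and Pgk1, naive Il1r1 was 0.00402 (SD 0.0017, n = 5) on Matrigel, 0.00537 (SD 0.0048) on laminin and 0.00497 (SD 0.0032) on poly-L-ornithine. No pair of naive coatings passed the test (two-sided exact permutation tests, p = 0.659, 0.817 and 0.698, adjusted p = 0.817 for each). After IL-1β the ratio was 0.0167 (SD 0.0052, n = 5) on Matrigel, a 4.16-fold increase with 5 of 5 treated libraries above every naive library (exact p = 0.00794, the smallest 5 against 5 libraries can give). On laminin it was 0.0155 (SD 0.0054), 2.88-fold higher with 3 of 5 libraries above every naive library (exact p = 0.0238; 4.54-fold without laminin naive replicate 4), and on poly-L-ornithine 0.0117 (SD 0.0080), 2.35-fold higher with 2 of 5 (exact p = 0.0794). The increase on poly-L-ornithine passed 0.05 without IL-1β replicate 1 (2.65-fold) or replicate 2 (2.64-fold), or without naive replicate 3 (3.27-fold). Differences of the increases between coatings did not pass (two-sided exact permutation tests over 63504 assignments, p = 0.205 for Matrigel and poly-L-ornithine, 0.501 for laminin and poly-L-ornithine and 0.518 for laminin and Matrigel, adjusted p = 0.518 for each). In the limma fit, Il1r1 rose by 1.499 on the log2 scale over the 3 coatings (standard error 0.274, adjusted p = 5.58e-05).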

Protein concentration measurements of IL-6 and CCL2 in culture supernatants determined the reactivity of IL-1β-triggered enteric glia. We found significant and comparable increases of IL-6 and CCL2 protein levels in IL-1β-treated enteric glia compared to naive glia for all coatings (**Figures 4B, C**), suggesting that although coating substrates affect enteric glia under naive conditions, their innate immune response regarding IL-6 and CCL2 protein secretion is unaffected by the ECM *in vitro*. This aligns with the overall transcriptional profile, as the principal component analysis of naive and IL-1β-treated enteric glia on different coatings revealed distinct clustering of all naive and all IL-1β-treated samples, with no major differences between different coatings (**Figure 4D**). However, comparing only IL-1β-treated samples, differences between coating substrates became more evident, with poly-L-ornithine again differing from Matrigel and laminin (**Supplementary Figure S4B**).

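Treatment with IL-1β moved the cultures on every coating in the same direction. Of the variance in log2 expression among the 30 culture libraries, 8.78% lay between naive and treated libraries (pseudo-F 2.70, one-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). The first principal component of the 30 libraries held 9.14% of the variance and the second 5.63%. Ccl2, whose protein was measured in the supernatants, rose on each coating, to 8745 ± 2080 normalized counts (SD, n = 5) on Matrigel, 7972 ± 1250 on laminin and 9881 ± 2490 on poly-L-ornithine (log2 fold change over the 3 coatings 5.93, standard error 0.118, adjusted p = 1.04e-43 from limma). Il6 (chromosome 5 of GRCm38, 30013114 to 30019975) reached 55.4 ± 33.5 on Matrigel, 87.5 ± 88.9 on laminin and 141.0 ± 135 on poly-L-ornithine from naive means of 0, 0.984 and 1.49 (log2 fold change 4.65, standard error 0.558, adjusted p = 4.61e-09).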

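After IL-1β, 12.4% of the variance in log2 expression lay between poly-L-ornithine and Matrigel (pseudo-F 1.13, one-sided exact permutation test, p = 0.0159). The share was 12.2% between poly-L-ornithine and laminin (pseudo-F 1.11, one-sided exact p = 0.0238) and 10.5% between laminin and Matrigel (pseudo-F 0.934, exact p = 0.897). Groups of this size without a difference also hold a share near these, so the share is not the size of a coating effect. Adjusted over 6 pairs of coatings, these exact tests gave an adjusted p of 0.0714, 0.0714 and 0.96. The Matrigel pair rose above 0.05 without Matrigel replicate 2 (exact p = 0.0873) and without poly-L-ornithine replicate 3 (exact p = 0.0952) or replicate 5 (exact p = 0.0556). The laminin pair did so without laminin replicate 1 (exact p = 0.0714), replicate 4 (0.0714) or replicate 5 (0.0556), and without poly-L-ornithine replicate 1 (exact p = 0.0873), replicate 3 (0.135) or replicate 5 (0.0556). Taken together against poly-L-ornithine, a comparison chosen after the values were seen, Matrigel and laminin gave a pseudo-F of 1.18 (one-sided exact permutation test, p = 0.00932), and without poly-L-ornithine replicate 3 an exact p of 0.0579. The first principal component of the 15 treated libraries held 10.5% of the variance and the second 8.46%.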

**Figure 4:**
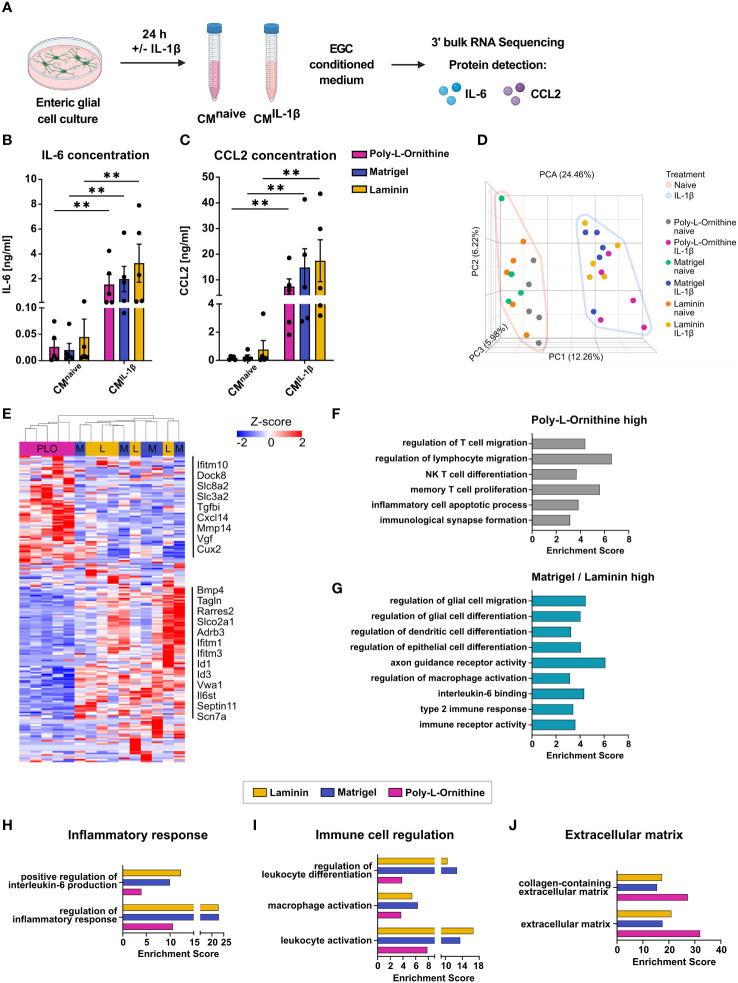
ECM substrates differentially affect reactive enteric glia transcriptomes after IL-1β activation. **(A-J)** Enteric glial cell cultures on poly-L-ornithine, Matrigel or laminin coating were treated with or without IL-1β (10 ng/ml) for 24h. Medium was collected for supernatant protein detection, and cells were processed for bulk 3’ mRNA sequencing. **(A)** Schematic representation of enteric glia IL-1β stimulation. **(B, C)** Protein concentrations of IL-6 **(B)** and CCL2 **(C)** in enteric glia supernatants after stimulation with or without IL-1β on poly-L-ornithine (magenta), Matrigel (blue) or laminin (yellow) coating substrates. Data shown as mean ± SEM; significance to naive displayed as **p < 0.01 (two-way ANOVA with Šídák’s multiple comparisons test). Each dot represents one biological replicate (n = 5). **(D)** Principal component analysis (PCA) of naive and IL-1β-treated primary enteric glia cultures on different coating substrates. Each dot represents one biological replicate (n = 5). **(E)** Heatmap of differentially expressed genes between IL-1β-treated enteric glial cultures. Displayed genes are differentially expressed between coatings (FDR < 0.05). Selected gene names are marked. PLO = Poly-L-ornithine, M = Matrigel, and L = laminin. **(F)** Gene set enrichment analysis of genes upregulated in IL-1β-treated enteric glia on poly-L-ornithine coating compared to IL-1β-treated enteric glia on Matrigel or laminin coatings (FDR < 0.05). **(G)** Gene set enrichment analysis of genes upregulated in IL-1β-treated enteric glia on Matrigel or laminin coatings compared to IL-1β-treated enteric glia on poly-L-ornithine coating (FDR < 0.05). **(H-J)** Gene set enrichment analysis of genes upregulated in IL-1β-treated vs. naive enteric glia for each coating (FDR < 0.05). Displayed gene sets are related to inflammatory response **(H)**, immune cell regulation **(I)**, and extracellular matrix **(J)**.

We found 173 DEGs in IL-1β-triggered enteric glia with no overlap between all three coating substrates. 

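Between IL-1β-treated cultures, limma called 28 genes for Matrigel against poly-L-ornithine (20 higher and 8 lower on Matrigel) and 11 for laminin against poly-L-ornithine (8 higher and 3 lower on laminin). Laminin and Matrigel differed in 0 genes by limma (821 at an unadjusted p under 0.05, 0 by limma-voom). Over the 3 pairs, 30 genes were called, and none was called in all 3. Both comparisons with poly-L-ornithine called Adm, Cnn2, Crim1, Ctsk, Fdps, Slc24a3, Tbx5, Tuba1a and Tuba1b, 7 higher and 2 lower on the matrix coatings and 0 in opposite directions. Independent lists would share 0.0077 and 0.0012 genes. Unchanged groups set against the same poly-L-ornithine libraries shared at most 1 in 20 simulations, but few genes can be called in such groups, so this limit says little. The shared poly-L-ornithine libraries add to such an overlap. With those libraries split between the comparisons in 20 ways, medians of 29 and 26 genes were called for Matrigel and laminin. A median of 2 genes was shared (range 0 to 4). Without poly-L-ornithine replicate 3, the Matrigel comparison called 5 genes and the laminin comparison 5. The Matrigel comparison called 12 genes without Matrigel replicate 1 or replicate 2 and 45 without replicate 4, and the laminin comparison called 19 without laminin replicate 3. In data simulated from these libraries, 36.7% of the genes changed 2-fold between Matrigel and poly-L-ornithine were recovered.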

Generally, gene expression was comparable between Matrigel and laminin but differed from poly-L-ornithine (**Figure 4E**, **Supplementary S4C**). 

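Matrigel and laminin together differed from poly-L-ornithine in 63 genes after IL-1β by limma (46 higher and 17 lower; 60 by limma-voom).
Under settings chosen after seeing the data the count was 12 with a variance prior without trend, and 21, 15 and 1 with summed smooth muscle, cell cycle and cholesterol synthesis genes as a covariate.
Adm was called, with 2379 ± 697 normalized counts (SD, n = 5) on Matrigel, 2034 ± 678 on laminin and 769.4 ± 250 on poly-L-ornithine, and all 10 matrix libraries (1229 or more) above all 5 poly-L-ornithine libraries (957.4 or less; log2 fold change 1.53, standard error 0.184, adjusted p = 7.4e-06 from limma).
Crim1, a transmembrane binder of BMP ligands (chromosome 17 of GRCm38, 78200233 to 78376592), had 1263 ± 143, 1222 ± 177 and 549.6 ± 130 in the same order (1.19, standard error 0.159, adjusted p = 7.4e-06).
Fdps, which encodes farnesyl diphosphate synthase of the cholesterol pathway (chromosome 3, 89093588 to 89101967), had 941.1 ± 394, 1131 ± 492 and 338.1 ± 55.0 (1.52, standard error 0.217, adjusted p = 5.01e-05). It was higher in 10 of 10 matrix libraries, a condition of the rule that named it among the largest changes.
Dlc1 was called as well, with 1126 ± 128, 1011 ± 215 and 631.1 ± 74.7 (0.75, standard error 0.145, adjusted p = 0.00677; lost with a prior without trend, 0.0603).
Of 18 genes of cholesterol synthesis, 18 had a log2 fold change above 0 and 15 were higher when adjusted over the list alone (median 1.03, adjusted p = 1.7e-24 from camera, adjusted p = 0.00568 with an estimated correlation). In naive cultures the median was already 0.388, with 16 of 18 above 0 (adjusted p = 1.85e-06 from camera, adjusted p = 0.434 with an estimated correlation).
After IL-1β, with an estimated correlation, camera's call of the list was lost with the smooth muscle covariate (adjusted p = 0.0615) and with the cell cycle covariate (adjusted p = 0.15). The median was 0.868 with the smooth muscle covariate and 0.534 with the cell cycle covariate, each with 18 of 18 above 0.
Smox, a polyamine oxidase (chromosome 2, 131491858 to 131525183), was higher on poly-L-ornithine, with 211.5 ± 51.3, 284.8 ± 72.5 and 553.5 ± 135 (-1.17, standard error 0.25, adjusted p = 0.0163; lost without poly-L-ornithine replicate 3 or replicate 5, at up to 0.119, and with a prior without trend, 0.0545).
Without poly-L-ornithine replicate 3, 17 genes were called in place of 63, 32 without its replicate 5, 38 without laminin replicate 1 or replicate 5, and 41 without Matrigel replicate 2 or replicate 3.

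**Figure D2:**
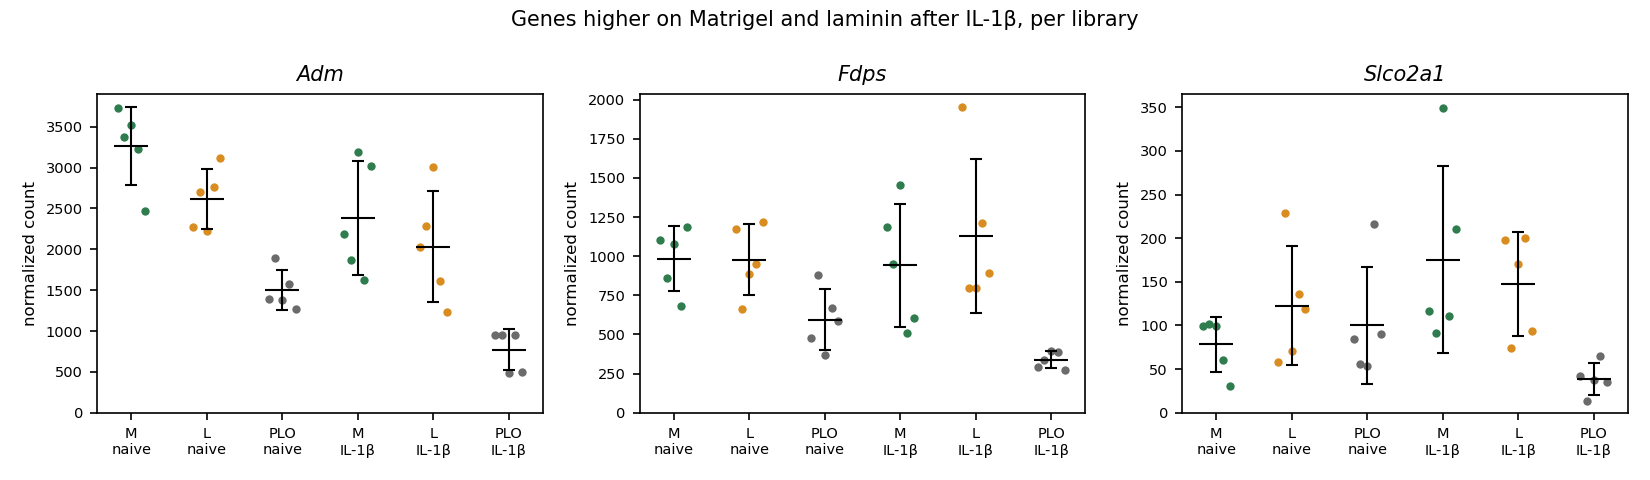
Normalized counts of Adm, Fdps and Slco2a1 (vertical axes from 0) in each library of naive and IL-1β-treated cultures on Matrigel (M), laminin (L) and poly-L-ornithine (PLO). Dots are single libraries and black bars are mean ± SD (n = 5); after IL-1β, the poly-L-ornithine libraries of Adm lie at 957.4 or less and all others at 1229 or more.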

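Slc3a2 was the most expressed of 7 genes of immune recruitment, ion transport and collagen binding in IL-1β-treated cultures: Ifitm10, Dock8, Cxcl14, Slc8a2, Slc3a2, Tgfbi and Mmp17. Each had a negative log2 fold change for Matrigel and laminin together against poly-L-ornithine, and none passed limma's test. Slc3a2, the heavy chain of amino acid transporters (chromosome 19 of GRCm38, 8706882 to 8723369), had 3417 ± 1210 normalized counts (SD, n = 5) on Matrigel, 3750 ± 1580 on laminin and 4833 ± 452 on poly-L-ornithine (log2 fold change -0.53, standard error 0.238, adjusted p = 0.614 from limma). Tgfbi, a collagen-binding matrix protein (chromosome 13, 56609586 to 56639359), had 332.4 ± 191, 525.0 ± 227 and 790.0 ± 287 in the same order (-0.995, standard error 0.313, adjusted p = 0.272). Mmp17, a membrane-type metalloproteinase (chromosome 5, 129584151 to 129611099), had 228.0 ± 129, 297.4 ± 113 and 510.5 ± 191 (-1.04, standard error 0.345, adjusted p = 0.303). Mmp14, another membrane-type metalloproteinase, had 1897 ± 585, 2236 ± 442 and 2465 ± 857 (-0.22, standard error 0.194, adjusted p = 0.869). Ifitm10, a member of the interferon-induced transmembrane family, Dock8, a guanine nucleotide exchange factor of leukocyte migration, Cxcl14, a chemokine, and Slc8a2, a sodium-calcium exchanger, had means under 40 on every coating. Slc8a2 had 0.20 on Matrigel, 12.2 ± 16.9 on laminin and 31.9 ± 21.4 on poly-L-ornithine (adjusted p = 0.447). The poly-L-ornithine mean of Cxcl14, 28.4 ± 46.9, rested on replicate 1, which had 111.1.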

Among all DEGs, a subset was upregulated in poly-L-ornithine but not in Matrigel or laminin, which included genes involved in immune cell recruitment and activation (*Ifitm10*, *Dock8*, *Cxcl14*), regulation of homeostatic calcium levels (*Slc8a2*, *Slc3a2*) and cell-collagen interactions (*Tgfbi*, *Mmp17*). 

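Slco2a1, a prostaglandin transporter, and Il6st, the signal-transducing chain gp130 of IL-6 family receptors, passed limma's test between Matrigel and laminin together and poly-L-ornithine after IL-1β, and both calls depended on the setting. Slco2a1 (chromosome 9 of GRCm38, 103007061 to 103096002) had 175.4 ± 107 normalized counts (SD, n = 5) on Matrigel, 147.2 ± 59.6 on laminin and 38.5 ± 18.4 on poly-L-ornithine, with all 10 matrix libraries (73.6 or more) above all 5 others (64.5 or less; log2 fold change 2.01, standard error 0.453, adjusted p = 0.0271 from limma). Its call was lost in 6 of 15 fits that each left out 1 library, those without Matrigel replicate 3, laminin replicate 1 or 4, or poly-L-ornithine replicate 2, 3 or 5, at an adjusted p up to 0.113 from limma, and also by limma-voom (adjusted p = 0.107) and with a variance prior without trend (0.0545), a setting chosen after seeing the data. Il6st (chromosome 13, 112464070 to 112506860) had 2613 ± 337, 2625 ± 228 and 1849 ± 448 in the same order (0.53, standard error 0.128, adjusted p = 0.0435). Its call was lost in 10 of the 15 fits, at an adjusted p up to 0.24 without poly-L-ornithine replicate 1, and held without Matrigel replicate 4, laminin replicate 2 or 3, or poly-L-ornithine replicate 2 or 4. It was lost too by limma-voom (adjusted p = 0.0552), with only the groups compared (0.0649) and with a variance prior without trend (0.291). Bmp4, a ligand of gliogenesis (chromosome 14, 46383525 to 46390669), had 482.3 ± 253, 436.8 ± 123 and 218.1 ± 64.7 (1.03, standard error 0.273, adjusted p = 0.0916; 0.0265 without Matrigel replicate 2). Tagln, an actin-binding protein of smooth muscle, had 341.6 ± 160, 225.4 ± 129 and 101.8 ± 49.2 (adjusted p = 0.576; 0.0398 without laminin replicate 3). Tmem176a, a transmembrane protein of immune cells, had 6596 ± 2360, 6123 ± 1900 and 4035 ± 505 (adjusted p = 0.405). The interferon-induced membrane proteins Ifitm1 and Ifitm3 had means of 1937, 1787 and 246.4 (adjusted p = 0.315) and of 22350, 21720 and 11680 (adjusted p = 0.375), with SDs of 2220, 2020 and 231 for Ifitm1. Adrb3, the β3-adrenergic receptor, was at 13.3 ± 12.8 and 9.91 ± 9.27 on Matrigel and laminin and listed at 0 on poly-L-ornithine (adjusted p = 0.425).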

Another subset was upregulated in Matrigel and laminin but not in poly-L-ornithine with genes related to glial immune functions and gliogenesis (*Bmp4*, *Tagln*, *Tmem176a*), signal transduction (*Slco2a1*, *Adrb3*, *Il6st*) or interferon-I signaling (*Ifitm1*, *Ifitm3*) (**Figure 4E**). To further resolve potential pathways related to this differential expression pattern, we performed gene set enrichment analysis for genes upregulated in enteric glia on poly-L-ornithine but not on Matrigel and laminin, as well as the other way around (**Figures 4F,G**). Interestingly, pathways enriched in enteric glia on poly-L-ornithine coating were related to T cell immunity and inflammatory processes (**Figure 4F**), while enteric glia on Matrigel or laminin showed enrichment for pathways in context to glial, epithelial and dendritic cell differentiation, as well as regulation of macrophage activation (**Figure 4G**). This suggests a potential functionally diverse immune state of enteric glia dependent on the coating substrate.

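Lists of the cell cycle, interferon response and smooth muscle had medians above 0 for Matrigel and laminin against poly-L-ornithine after IL-1β, and none of these shifts held with an estimated correlation. The 31 cell cycle genes had a median log2 fold change of 1.40, with 27 above 0 and 8 higher when adjusted over the list alone (adjusted p = 6.65e-12 from camera, adjusted p = 0.0741 with an estimated correlation). The 39 interferon-stimulated genes had a median of 0.53, with 32 above 0 (adjusted p = 3.05e-06 from camera, adjusted p = 0.209 with an estimated correlation). The 13 smooth muscle genes had a median of 1.10, with 13 above 0 (adjusted p = 5.73e-07 from camera, adjusted p = 0.0788 with an estimated correlation). The 28 genes of glial differentiation had a median of 0.05, and Il6st was called over all genes (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.16 from camera). The 23 BMP and Id genes had a median of 0.26, with 3 higher when adjusted over the list alone (adjusted p = 0.0144 from camera, adjusted p = 0.295 with an estimated correlation). Among them, Id1, an inhibitor of differentiation induced by BMP ligands, had a log2 fold change of 1.17 (standard error 0.299, adjusted p = 0.0774 from limma; 0.0203 without laminin replicate 3, and 0.0414 without Matrigel replicate 4). The 35 genes of leukocyte recruitment, activation and differentiation had a median of 0.23, with 20 above 0 (adjusted p = 0.503 from camera). In that list Tgfb1, which encodes the cytokine TGF-β1 (chromosome 7 of GRCm38, 25687002 to 25705077), was higher on poly-L-ornithine, with 171.4 ± 94.0 normalized counts (SD, n = 5) on Matrigel, 168.4 ± 100 on laminin and 419.5 ± 128 on poly-L-ornithine (log2 fold change -1.42, standard error 0.344, adjusted p = 0.0459). The Tgfb1 call held in 3 of 15 fits that each left out 1 library, those without Matrigel replicate 1 or 5 or laminin replicate 3, and was lost by limma-voom (adjusted p = 0.0729) and with a variance prior without trend (0.179), a setting chosen after seeing the data. The 40 genes of NF-κB and the IL-1 response had a median of -0.08 (adjusted p = 0.768 from camera), and the 29 cytokine and chemokine genes of -0.21 (adjusted p = 0.682).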

To further study the effect of the IL-1β stimulus between the different coatings, we compared IL-1β-treated enteric glia to their respective naive control. Although IL-1β-activation resulted in similar numbers of up- and downregulated genes in all coatings (Matrigel: 349 up, 355 down; laminin: 340 up, 292 down; poly-L-ornithine: 341 up, 353 down), their functional implications differed. To this end, we found stronger enrichment of gene sets related to “regulation of inflammatory response” in enteric glia cultured on Matrigel and laminin than on poly-L-ornithine (**Figures 4H**). 

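IL-1β raised 235 and lowered 170 genes on Matrigel, raised 237 and lowered 152 on laminin, and raised 249 and lowered 235 on poly-L-ornithine by limma. By limma-voom the counts were 142 and 80, 218 and 182, and 460 and 479 in the same order. The limma-voom fits rest on read counts rebuilt from uncertain steps, so they are not an independent check. The 170 lowered on Matrigel became 98 without Matrigel naive replicate 2, 102 without naive replicate 4 and 106 without Matrigel IL-1β replicate 5. Of these genes, 190 were called on all 3 coatings, and 127 on Matrigel alone, 116 on laminin alone and 203 on poly-L-ornithine alone. A gene called on a single coating is not thereby shown to differ, and no gene was called in the opposite direction on another coating. Matrigel and laminin shared 157 genes that rose and 73 that fell, and independent lists would share 2.7 and 1.2. Ntrk3, a neurotrophin receptor, fell on each coating, from means of 174.3, 202.8 and 136.6 normalized counts on Matrigel, laminin and poly-L-ornithine to 13.0, 12.7 and 21.2 (log2 fold change over the coatings -3.76, standard error 0.456, adjusted p = 5.59e-09 from limma). Glial markers fell too: S100b by 1.48 (standard error 0.204, adjusted p = 9.87e-06) and Gfap by 1.19 (standard error 0.27, adjusted p = 0.00301), where the values are log2 fold changes of -1.48 and -1.19. Of 20 genes of enteric glia and the Schwann lineage, 7 fell (median -0.77, adjusted p = 7.7e-09 from camera, adjusted p = 0.0504 with an estimated correlation). Summed markers of 3 other cell types fell as well, with ratios of treated to naive cultures of 0.418 for smooth muscle, 0.691 for endothelium and 0.426 for epithelium beside 0.714 for glia (two-sided permutation tests, adjusted p = 0.0023, 0.0023, 0.0101 and 0.0135 over 10 cell type lists). Those of the other 6 did not pass, with ratios of 1.03 for macrophages, 0.973 for enteric neurons, 0.867 for lymphocytes, 0.785 for fibroblasts, 0.748 for interstitial cells of Cajal and 0.55 for mesothelium (adjusted p = 0.0706 or more). The epithelium sums were near the floor, at 5.822 CPM in naive and 2.478 in treated cultures. Lgals4 was the most abundant epithelium marker and Acta2 the most abundant smooth muscle marker, so single genes weigh heavily in these sums.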

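NF-κB target genes rose on each coating to a similar degree. Of 40 genes of NF-κB and the IL-1 response, 32 rose on Matrigel, 32 on laminin and 30 on poly-L-ornithine, with median log2 fold changes of 3.21, 3.50 and 3.08. Averaged over the coatings, 37 of the 40 rose (adjusted p = 4.47e-11 from camera with an estimated correlation). Of 29 cytokine and chemokine genes, 13 rose on each coating. Nfkbia, the inhibitor that NF-κB induces as feedback, rose from means of 630.1, 577.7 and 492.2 normalized counts to 5839, 6153 and 6215 on Matrigel, laminin and poly-L-ornithine (log2 fold change 3.43, standard error 0.109, adjusted p = 9.74e-30 from limma). Saa3, an acute-phase protein, reached 193400 ± 124000 (SD, n = 5), 215800 ± 115000 and 194800 ± 79200 in the same order (9.34, standard error 0.705, adjusted p = 3.42e-10). The difference of this increase between Matrigel and laminin together and poly-L-ornithine did not pass the test (interaction, adjusted p = 0.985 from camera).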

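Regulators of IL-6 production and signaling rose after IL-1β on all 3 coatings. Of 28 such genes, 8 rose and 1 fell on Matrigel, 11 rose on laminin and 6 on poly-L-ornithine. When adjusted over the list alone, 13, 16 and 12 rose, and the list as a whole rose on each (adjusted p = 8.3e-05, 0.000165 and 0.00034 from camera with an estimated correlation). No difference of the increase between Matrigel and laminin together and poly-L-ornithine passed the test (interaction, adjusted p = 0.985 from camera). Nfkbiz, which encodes IκBζ, a coactivator at the Il6 promoter, rose over the coatings by 2.85 on the log2 scale (standard error 0.192, adjusted p = 2.52e-15 from limma), and Zc3h12a, which encodes an RNase that degrades Il6 mRNA, by 4.81 (standard error 0.414, adjusted p = 1.16e-11). Between treated coatings the 28 genes had a median of 0.01 and a mean of -0.08 for Matrigel and laminin against poly-L-ornithine (adjusted p = 0.519 from camera, direction up), and only Il6st was called.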

Interestingly, although no obvious differences were observed for IL-6 protein levels of enteric glial cultures (**Figure 4B**), the gene set “positive regulation of interleukin-6 production” showed stronger enrichment in laminin and Matrigel, compared to poly-L-ornithine coatings (**Figure 4H**). Confirming a potentially more pronounced involvement of enteric glia on Matrigel and laminin in immune regulation, gene sets related to immune cell activation and differentiation also displayed higher enrichment scores and expression levels (**Figure 4I**, **Supplementary S4D**). 

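Genes of leukocyte recruitment, activation and differentiation rose after IL-1β on every coating. Of 35 such genes, 16 rose on Matrigel, 13 rose and 1 fell on laminin, and 14 rose and 1 fell on poly-L-ornithine. When adjusted over the list alone, 22, 21 and 16 rose, and the list as a whole rose on each (adjusted p = 1.1e-07, 2.72e-07 and 1.27e-06 from camera with an estimated correlation). The difference of these increases between Matrigel and laminin together and poly-L-ornithine was not past the threshold (interaction, adjusted p = 0.522 from camera). Cd44, a receptor of hyaluronan, had 5078 ± 260 normalized counts (SD, n = 5) on Matrigel, 5563 ± 919 on laminin and 6862 ± 1820 on poly-L-ornithine after IL-1β (log2 fold change over the coatings 1.71, standard error 0.0846, adjusted p = 8.39e-24 from limma). Csf1, the growth factor of macrophages, had 5400 ± 1110, 5033 ± 909 and 7048 ± 1060 (1.57, standard error 0.11, adjusted p = 8.59e-13). Vcam1, an adhesion molecule for leukocytes, had 1730 ± 716, 1778 ± 689 and 1228 ± 228 (3.21, standard error 0.178, adjusted p = 2.68e-18). Anxa1, which limits leukocyte recruitment, had means of 3504, 2801 and 2407 (0.74, standard error 0.17, adjusted p = 0.00482). Genes of MHC class I presentation rose as well, 3 of 17 on Matrigel, 7 on laminin and 4 on poly-L-ornithine, among them H2-K1 by 1.13 over the coatings (standard error 0.106, adjusted p = 2.02e-12).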

Notably, gene sets associated with ECM biology showed higher enrichment scores in enteric glia on poly-L-ornithine compared to Matrigel and laminin, as observed under naive conditions (**Figure 4J**).

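Genes of the extracellular matrix changed in both directions after IL-1β. Of 55 such genes, 3 rose and 5 fell on Matrigel, 1 rose and 4 fell on laminin, and 1 rose and 3 fell on poly-L-ornithine, with median log2 fold changes of -0.33, -0.22 and -0.38. Averaged over the coatings, 11 rose and 18 fell (median -0.29, adjusted p = 0.00233 from camera, adjusted p = 0.405 with an estimated correlation). Timp1, an inhibitor of metalloproteinases, rose from means of 759.0, 842.5 and 1551 normalized counts to 6123, 7244 and 7807 on Matrigel, laminin and poly-L-ornithine (log2 fold change 2.64, standard error 0.267, adjusted p = 7.39e-08 from limma). Vcan rose by 1.39 over the coatings (standard error 0.21, adjusted p = 6.48e-06), and Mmp2 by 0.37 (standard error 0.0941, adjusted p = 0.00596). Col5a1, a chain of fibrillar collagen V, fell, with a log2 fold change of -0.82 (standard error 0.0909, adjusted p = 3.74e-09), and so did Tnc (-0.73, standard error 0.123, adjusted p = 7.26e-05). For the response of the list, the difference between Matrigel and laminin together and poly-L-ornithine did not pass (interaction, adjusted p = 0.985 from camera).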

Subsumed, IL-1β-triggered immune activation of enteric glial cells resulted in the secretion of proinflammatory mediators and the enrichment of immune regulating pathways in glia on all coating substrates. The transcriptional analysis of enteric glia on Matrigel and laminin compared to poly-L-ornithine coating showed distinct differences regarding their ability in glia-immune cell communication with glia on Matrigel and laminin affecting rather myeloid cells and glial maturation, while poly-L-ornithine affected their ability to act on lymphocyte immunity. 

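No gene passed limma's interaction test, which compares the response to IL-1β on Matrigel and laminin together with that on poly-L-ornithine (0 of 20687 genes, 867 at an unadjusted p under 0.05, 2 by limma-voom). For single pairs the interaction gave 0 genes by limma for Matrigel and poly-L-ornithine (807 at an unadjusted p under 0.05, 0 by limma-voom), 0 for laminin and poly-L-ornithine (789 and 0), and 0 for laminin and Matrigel (666 and 0). In data simulated from these libraries, the interaction of Matrigel and laminin together recovered 17.0% of the genes changed 2-fold and 58.2% of those changed 4-fold. Among lists, the interaction had medians above 0 for cell cycle genes (median 0.98, adjusted p = 0.000137 from camera, adjusted p = 0.994 with an estimated correlation) and cholesterol synthesis genes (median 0.63, adjusted p = 7.87e-06 from camera, adjusted p = 0.994 with an estimated correlation), and neither held with that correlation. On poly-L-ornithine the cholesterol synthesis genes had a median of -0.66 after IL-1β (adjusted p = 1.62e-05 from camera, adjusted p = 0.185 with an estimated correlation), against -0.12 on Matrigel and 0.05 on laminin. From the pathways enriched between treated coatings, the paper states that glia on Matrigel and laminin act on myeloid cells and glial maturation, and glia on poly-L-ornithine on lymphocyte immunity.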

Most gene sets related to immune responses were enriched in enteric glia on Matrigel and laminin, suggesting a stronger transcriptional response towards the IL-1β-stimulus with these coating substrates.

Taken together, our study revealed an impact of ECM substrates on both homeostatic and immune-reactive enteric glia *in vitro*. Given the superior action of Matrigel and laminin coatings on glial cell numbers, purity, networking formation, and leukocyte-related immune activity, both conditions are favored over others. Therefore, they should become standard in future studies, allowing researchers to standardize and better compare *in vitro* studies related to enteric glial biology.

## Discussion

Over the last few years, primary enteric glial cultures helped to identify novel interaction pathways of enteric glia with other intestinal cell types, including intestinal epithelial (39) and immune cells, such as macrophages (7). Various *in vivo* studies revealed an immunoactive role of enteric glia in intestinal diseases, and *in vitro* studies added further mechanistic insight into enteric glia-immune cell interactions (7, 9, 11, 13, 40). However, the influence of the non-cellular environment, particularly constituents of the ECM, on enteric glia immune responses needs to be better understood. As the intestinal ECM exhibits a complex architecture and is composed of various constituents, such as different collagens and laminins (41), it has a major impact on cellular functions, including differentiation and migration. While the effects of different ECM constituents on cellular and molecular responses of enteric glia are difficult to study *in vivo* and are mostly limited to immunohistochemical analyses, *in vitro* studies allow proper analyses under homeostasis and inflammatory stimuli.

### Impact of ECM substrates on enteric glia differentiation

Herein, we used primary neurosphere-derived enteric glial cells, which were first allowed to proliferate under floating culture conditions in non-coated plates. Afterwards, cells were allowed to attach to and differentiate on eight different ECM substrates. The coating substrates were chosen based on natural components of the ECM *in vivo* and/or widely used substrates in central or peripheral nervous system cultures and, notably, have been used before in primary enteric glial cultures: poly-L-ornithine (42), Matrigel (43), laminin (44), poly-D-lysine (45), poly-L-lysine (44, 46), collagen I (47), collagen IV (22), and fibronectin (44, 48) although only two ECM components are indeed highly abundant in the intestine, with collagen being most strongly expressed in submucosal and mucosal regions (49) and laminin in the *muscularis externa* (44). Except for Matrigel, all coating substrates are composed of only one type of matrix protein, while Matrigel is a mixture of ECM constituents, namely laminin (60%), collagen IV (30%), and entactin (8%) (43). Our data show that laminin and Matrigel coatings resulted in higher purity and percentage of enteric glia than all other conditions.

The differentiation process of primary enteric glia usually takes several days in murine neurosphere-derived cultures. At differentiation day three, GFAP^+^ glial cells mostly do not express β3-tubulin, a neuronal marker (44) expressed during prolonged culture periods (more than seven days). The same study showed that after 21-24 days, enteric glial cell cultures even display stronger expression of β3-tubulin and induction of synaptic genes, i.e. PSD95, as well as a strong drop in GFAP and SOX10 marker expression. Notably, *in vivo*, enteric glia have the ability to trans-differentiate into neurons (25, 50); possibly, the same mechanisms can also be induced by certain *in vitro* conditions over time. In addition, evidence of glial cell de-differentiation was shown for Schwann cells *in vitro* (51) and increased expression of progenitor markers was found in enteric neural crest-derived cells after co-culture with enteric mesenchymal cells (52). In line, a single-cell study confirmed EGCs as neuronal progenitors *in vitro* (53). Together, these data suggest multi-functional properties of EGCs with the ability to adapt dependent on their *in vitro* environment. In our study, we first determined the percentage and, thereby, purity of glial cells in cultures seeded on different coating substrates, and among all substrates, Matrigel and laminin delivered the highest percentages of glial cell numbers. However, glial cultures are never 100% pure, and it is well established that enteric neurospheres can give rise to enteric neurons and enteric glia during differentiation (17, 44). Interestingly, cocultures of enteric glia and fibroblasts with laminin coating have been shown to support glial differentiation while inhibiting neurogenesis (44). By immunostaining for ANNA1, a pan-neuronal marker not expressed by enteric glia, and synapsin 1/2/3, we confirmed that the outgrowing and network-forming cells are indeed glia, not neurons. A few ANNA1^+^ neurons remain within the core of the differentiating neurosphere, but synapsin-expressing neurons are very rare at this state. A similar observation was previously defined as “neurocore” and was described for CNS neurospheres with detectable neurons only in the sphere’s core at day three of differentiation (54), proving that the aggregation of young neurons initiates this structure. The same mechanism could apply to our ENS cultures. Of note, different enteric glia subsets with differential marker expression have been described *in vivo* (53, 55). Quantifying SOX10 and GFAP signals, we did not observe enteric glial subsets in our *in vitro* cultures. In general, the number of primary cells and culture purity are important aspects of *in vitro* studies. Others have described procedures resulting in a surprisingly high percentage of more than 95% when cells were isolated from mucosal and submucosal regions but not proliferated as neurospheres but as single-cell suspensions (56). However, although these cells express GFAP, they did not form prototypically long extensions but built islets of unconnected cells rather than an interconnected glia network. As the differentiation state of primary cells is equally relevant as their purity, primary enteric glia cultures should also be analyzed for the differentiation features of network formation. The area size of these networks surrounding the neurospheres can be used as an indication of cell differentiation (28). While neurosphere differentiation areas were biggest with Matrigel and laminin coatings, poly-L-ornithine and other coatings displayed only small regions of differentiating cells. In line, transcriptional analysis of enteric glia on Matrigel and laminin revealed enrichment of gene sets related to neuronal cell differentiation and Wnt signaling, both needed for epithelium maintenance and integrity (37). Poly-L-ornithine-treated glia displayed increased numbers of KI67^+^ cells, enrichment of GO terms related to cellular proliferation, and ECM structure and organization. As this suggests a potentially stronger reaction to the ECM environment, one could speculate about a higher need for EGCs on poly-L-ornithine in remodeling or even new production of a suitable ECM environment. Therefore, we propose a direct effect of Matrigel and laminin on enteric glia, promoting differentiation, which resulted in enteric glial network formation on day three of differentiation. On the other hand, poly-L-ornithine, as well as poly-D-lysine, poly-L-lysine, collagen I, collagen IV, and fibronectin displayed comparatively slower differentiation as shown by sphere outgrowth and for poly-L-ornithine, also transcriptionally. Notably, we cannot exclude an effect of the reduced glial cell number and purity in poly-L-ornithine compared to Matrigel and laminin on the transcriptional analysis. However, coating substrates with less differentiation capacity in our study have been widely used at later differentiation stages in other studies, hinting at a slower but not generally compromised differentiation of enteric glia cultured on these substrates. Besides the outgrowth and the morphological observation of network formation, the expression of Cx43 is a prerequisite for enteric glial differentiation and intercellular communication. Cx43 hemichannels are also needed for the promotion of hypersensitivity during inflammation (10, 32) as well as control of neuronal death by glial-released nitric oxide and ATP (57). As we found a clear expression of Cx43, independent of the tested ECM coatings, we conclude that enteric neurosphere-derived glia growing on ECM substrates are, per se, able to form functional networks, with network areas being coating-specific.

Of note, the efficacy of some ECM substrates, such as Matrigel and laminin, was dependent on their concentration, while concentration-dependent differences were weaker in poly-L-ornithine. Generally, the manufacturer´s recommended concentrations yielded preferable results, compared with 2.5-fold higher and 5-fold lower concentrations not significantly improving experimental outcomes. For Matrigel, however, the lower concentration resulted in a non-significant slight enrichment in EGC percentage, numbers and area, suggesting that Matrigel could be used more cost-efficiently with higher dilutions. Still, optimal concentrations in terms of price-performance ratio would need further evaluation. As Matrigel’s primary components are laminin (60%) and collagen IV (30%) (58), it is not unexpected that Matrigel is also a superior coating material, but this has so far never been shown. This finding is of particular interest for coculture experiments as it confirms that enteric glia differentiate well on Matrigel and can, therefore, be used in direct 3D coculture systems with epithelial organoid cultures, which are typically grown in Matrigel. As epithelial organoid cultures have been just stimulated with glial culture supernatants instead of applying direct cocultures (37, 59, 60), this would be a major advantage in studies interested in the direct intercellular communication between primary enteric glia and enterocytes.

### Comparison of *in vitro* and *in vivo* enteric glia

Another important finding of this study is the difference between enteric glia in culture and enteric glia *in vivo*. Using Sox10^iCreERT2^Rpl22^HA/+^ mice, we generated *in vivo* transcriptomes of enteric glia from naive mice and compared these to the ones from primary enteric glial cultures on different ECMs. Among the top 1000 expressed genes, more than 50% overlapped between all samples, while more than 30% were solely expressed *in vivo* or in all *in vitro* conditions. No discernible difference was detected between coating substrates, which is likely due to the strong influence of the glial cell origin (*in vivo* versus *in vitro*) and the accompanying difference. We interpret the strong transcriptional difference due to multiple reasons. One of them is that the *Ribotag* approach delivers glial-specific transcriptomes, while the *in vitro* glial cultures contain further cell types. Another one is the microenvironmental differences between the *in vivo* and *in vitro* settings. Cell types, like neurons, with which glial cells usually interact and gain tissue-specific functionality *in vivo* and the complex extracellular matrix composition are missing in the *in vitro* cultures. However, it remains an open question whether cultured glial cells would become more closely related to *in vivo* glia after being cultured for longer periods and/or in the presence of other cells, typically surrounding them in the gut wall. At least some evidence exists for cocultures of enteric glia, for example, with fibroblasts, that promote glial differentiation (44) and with neurons, where both cell types support each other in cellular maturation (61). Accordingly, we hypothesize that cocultures of enteric glia with enteric neurons, fibroblasts, smooth muscle cells, or resident macrophages might trigger a more *in vivo*-like glial phenotype. Using enteric cell cultures from, e.g. Sox10^iCreERT2^Rpl22^HA/+^ mice would be an elegant tool to study glial-specific reactions within these cocultures.

### ECM substrates impact enteric glial immune reactivity

In the last years, enteric glia have been shown to exert immune-modulatory functions. Triggered by immune mediators like IFN-γ (3), IL-1β (8, 9), noradrenalin (40) or ATP (2), they switch into a “reactive” phenotype during inflammation, releasing immunomodulatory factors like cytokines and chemokines. Some of them have been identified to play a particular role in the pathogenesis of postoperative *muscularis externa* inflammation and colitis (i.e. IL-6 (2, 7, 38, 40), CCL2 (9) and CSF-1 (9, 13)), while others play a particular role in worm infection (i.e. CXCL10 (3)). Besides some of these well-known immune factors, extracellular basement membrane molecules, like laminin or ECM modeling enzymes, have been shown to be an important environmental cue in intestinal immune cell differentiation (23), transmigration (62) and immune tolerance (63). While the ECM composition evidently affects enteric glial biology, we wondered if it also changes their immune response. We stimulated enteric glia cultures on poly-L-ornithine, laminin and Matrigel with IL-1β, a well-established inflammatory mediator inducing enteric glial reactivity *in vitro* and *in vivo* (7, 9). All cultures responded with a strong IL-6 and CCL2 release with a non-significant trend of increased expression of both factors in the laminin-coated group. However, on the transcriptional level, we discovered that poly-L-ornithine-treated cells clustered differently from Matrigel and laminin-treated ones, which clustered together. Interestingly, within the GO terms derived from IL-1β-induced DEGs, glia cultured on laminin and Matrigel showed enrichment in gene clusters regulating glial migration, but also myeloid differentiation, macrophage activation and type 2 immune response. These GO terms are in line with recent literature describing the close proximity of glial cells with intestinal resident and monocyte-derived macrophages (7, 11). Herein, glial cells were not only shown to contribute to macrophage migration and their accumulation around myenteric ganglia (7, 11), but also to shape their differentiation during inflammation (9). Within the poly-L-ornithine IL-1β-stimulated cultures, we found an enrichment of genes related to lymphocyte migration, differentiation and proliferation. While the interaction of lymphocytes and enteric glia is so far less well understood, some studies indicate that T-cells interact with enteric glia, controlling Crohn’s disease-associated myenteric plexitis in humans (64) and T-cell activation by antigen presentation (65). Furthermore, innate lymphoid cell type 3 (ILC3) aggregates were infiltrated by enteric glial projections, which can control ILC3’s IL-22 production in a MyD88-dependent manner (66). Future studies must prove the potential impact of ECM composition on glial cell action regarding different immune cell populations. However, given that the gene expression signatures suggest a more pronounced immune response and effect of glia on leukocytes, particularly macrophages, with laminin and Matrigel coatings, these coatings might be preferable for studies addressing enteric glia-macrophage interactions.

### Overall impact

Subsumed, our findings revealed distinct differences in ECM substrates used for enteric glia cultures. Matrigel and laminin coatings delivered the highest enteric glia purity and the widest cellular network outgrowth. Transcriptional analysis of enteric glia on poly-L-ornithine displayed a decelerated differentiation, while Matrigel and laminin coatings promoted glial support in neuronal differentiation and gene signatures related to cell adhesion and migration. A significant amount of genes was expressed in both *in vivo* and *in vitro* enteric glia, but their expression levels also differed strongly in terms of EGC genes. Notably, the transcriptional *in vivo* and *in vitro* comparison comes with some shortcomings due to the cell culture purity but also the simplicity of the microenvironment *in vitro* compared to the *in vivo* condition. Furthermore, the IL-1β-induced immune reactivity of enteric glia differed between coating substrates and revealed that enteric glia on Matrigel and laminin coatings were transcriptionally more active regarding glial biology and myeloid immune cells, while poly-L-ornithine coating promoted pathways related to T cell immunity. Overall, Matrigel and laminin displayed strong similarities and surpassed poly-L-ornithine, as well as poly-D-lysine, poly-L-lysine, collagen I, collagen IV, and fibronectin in all investigated aspects. Our findings support the use of these superior ECM substrates to allow a better comparison of future studies related to enteric glial biology in homeostasis and neuroinflammation.

## Data availability statement

Sequencing data generated for this study are deposited in the Gene Expression Omnibus (GEO) database under the GEO accession code GSE271114, found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271114.

## Ethics statement

The animal study was approved by the state agency for nature, environment and consumer protection (LANUV, AZ 81-02.04.2021.A242). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

LS: Conceptualization, Data curation, Investigation, Methodology, Software, Visualization, Writing – original draft, Writing – review & editing, Formal analysis, Project administration, Validation. RS: Conceptualization, Project administration, Supervision, Writing – review & editing, Methodology. EH: Data curation, Writing – review & editing. SW: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – original draft, Writing – review & editing, Methodology.

## Footnotes

1
https://www.partek.com/partek-flow/#features.

2
https://bioinformatics.psb.ugent.be/webtools/Venn/.

3
www.gutcellatlas.org.

# Supplementary material for: Extracellular matrix substrates differentially influence enteric glial cell homeostasis and immune reactivity
**Source:** Front Immunol. 2024 Jul 25;15:1401751. doi: 10.3389/fimmu.2024.1401751
**Supplement:** Supplementary file 1

Supplementary Material

Supplementary Figures

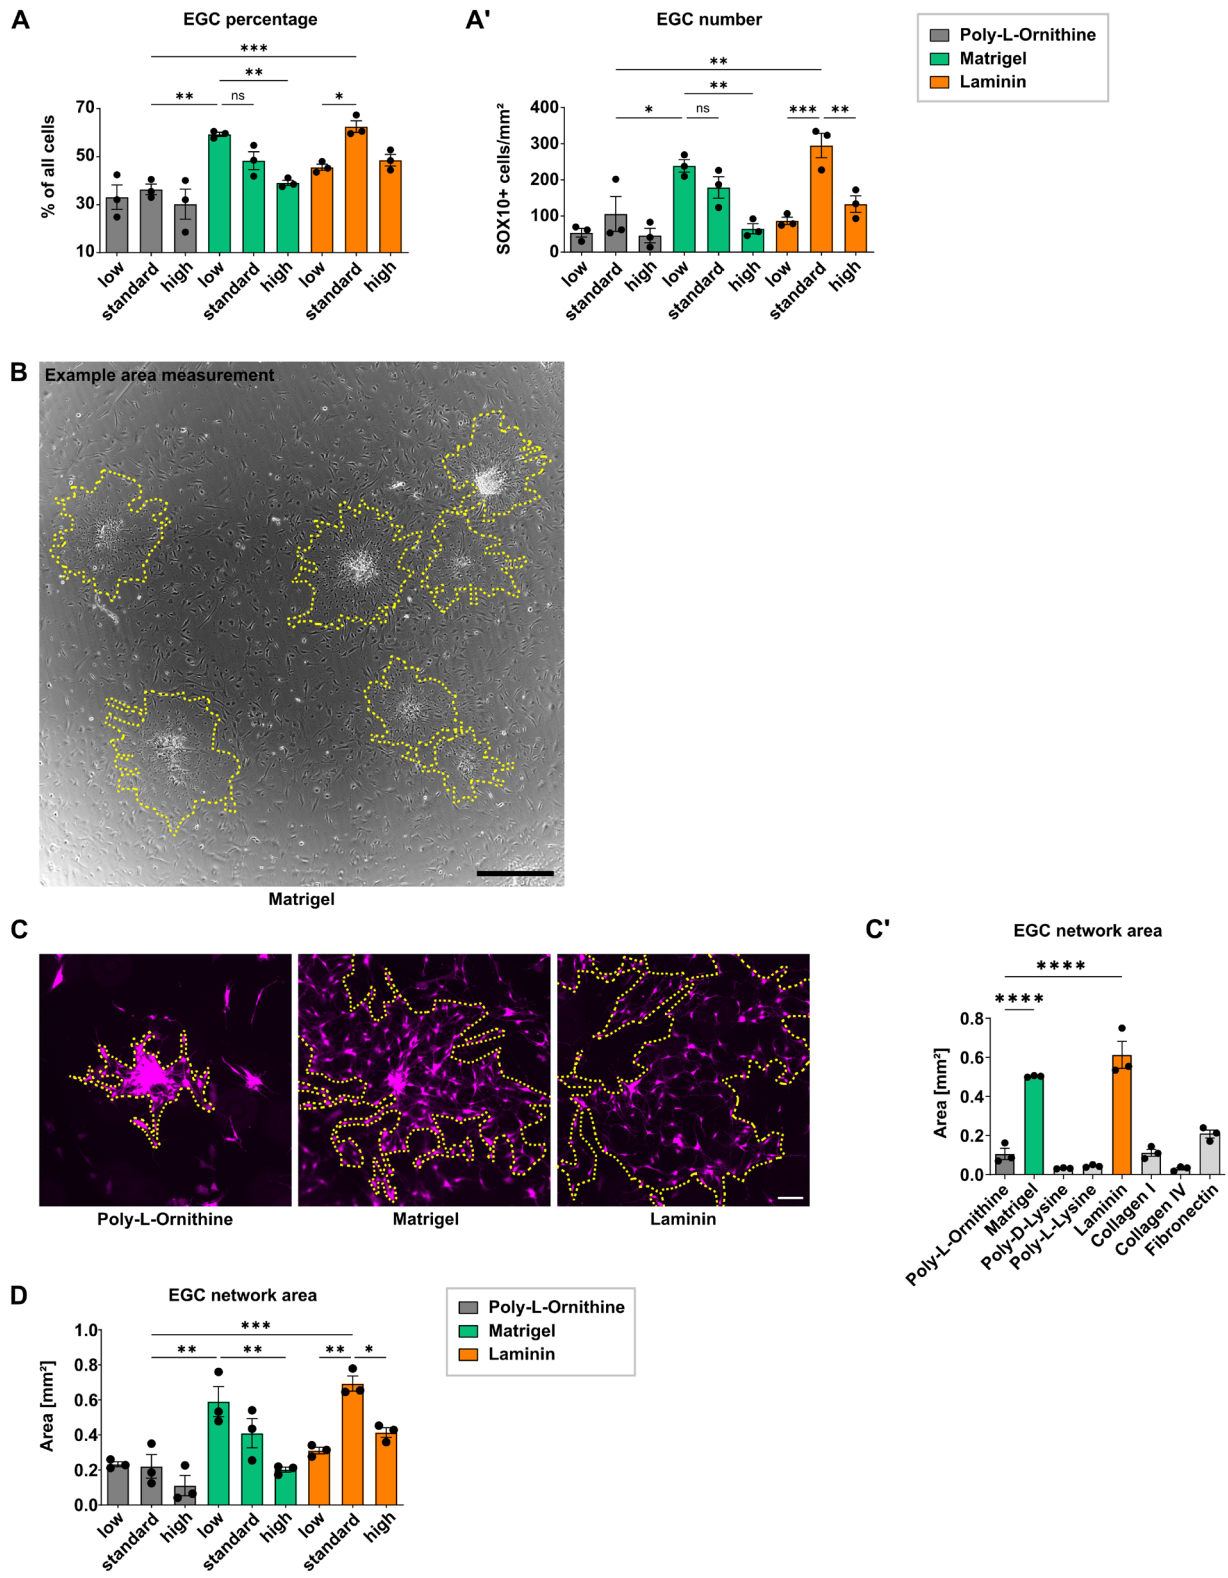

Supplementary Figure 1. Matrigel and laminin advance primary enteric glial cell yield and network formation

(A-B) Enteric glia were isolated from C57BL6 mice and differentiated on different coating substrates.

(A) Percentage of SOX10⁺ enteric glia of all cells (Hoechst) and total SOX10⁺ EGC numbers **(A')** were determined in EGC cultures on indicated coatings with different concentrations. Data are shown as mean $\pm$ SEM and significance is indicated as * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, and ns = not significant (two-way ANOVA with Tukey's multiple comparisons test). Data points are from three biological replicates ($n = 3$ independent experiments).

(B) Representative overview brightfield image of enteric glia on Matrigel coating substrate. The yellow dotted lines display an example area measurement of several outgrowing neurospheres (scale bar 500 μm).

(C-D) Enteric glia were isolated from GFAP^{Cre}Ai14^{fl/fl} mice and differentiated on different coating substrates.

(C) Representative immunofluorescence images of the outgrowing network areas (yellow dotted lines) of tdTomato⁺ enteric glia (scale bar 100 μm). **(C')** Quantification of enteric glia network area at day three of differentiation on the indicated coating substrates. Data show mean $\pm$ SEM; significance to poly-L-ornithine is displayed as **** $p < 0.0001$ (one-way ANOVA with Tukey's multiple comparisons test). The data show an experiment with three technical replicates. Five neurosphere network areas were measured for each replicate. Data are representative for $n = 3$ independent experiments.

(D) Quantification of enteric glia network area at day three of differentiation on different coating substrates with different concentrations. Data are shown as mean $\pm$ SEM and significance is indicated as * $p < 0.05$, ** $p < 0.01$, and *** $p < 0.001$ (two-way ANOVA with Tukey's multiple comparisons test). Five neurosphere network areas were measured per technical replicate, and three technical replicates were analyzed per biological replicate. Data points present biological replicates ($n = 3$ independent experiments).

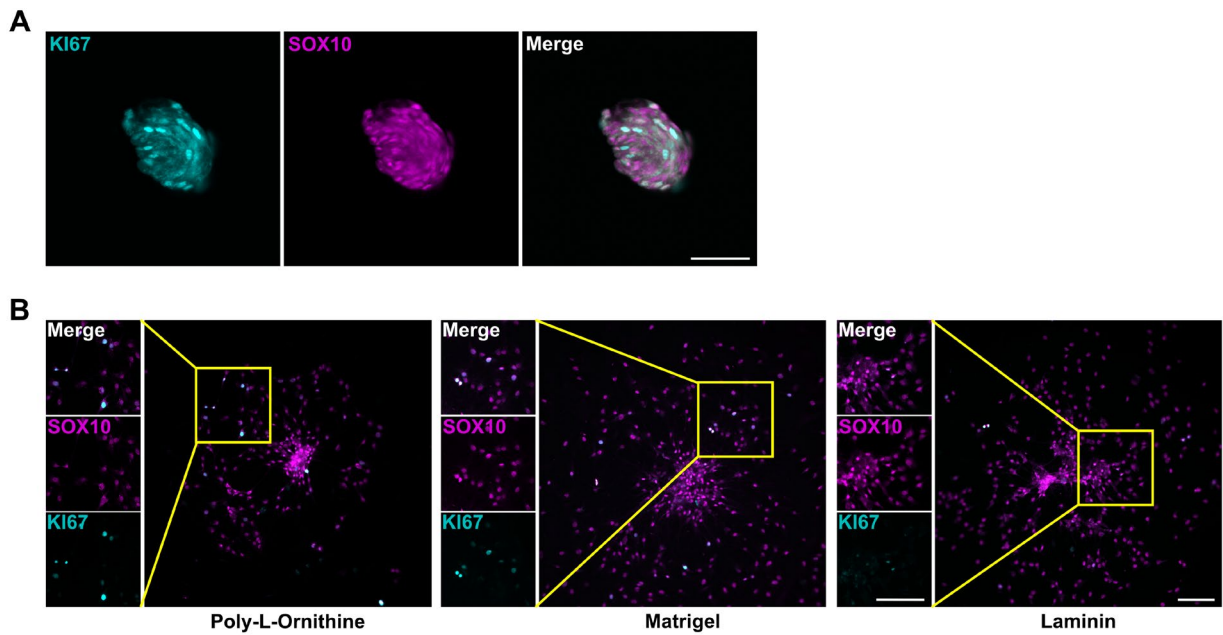

Supplementary Figure 2. Proliferation of enteric glial cell cultures might be coating-dependent

Enteric glia were isolated from C57BL6 mice.

(A) Representative immunofluorescence images of KI67 and SOX10 in enteric neurosphere cultures in proliferation medium on day 6 of proliferation (scale bar 50 μm).

(B) Representative immunofluorescence images and corresponding close-up images of KI67 and SOX10 in enteric glia cultures on indicated coatings (scale bar 100 μm).

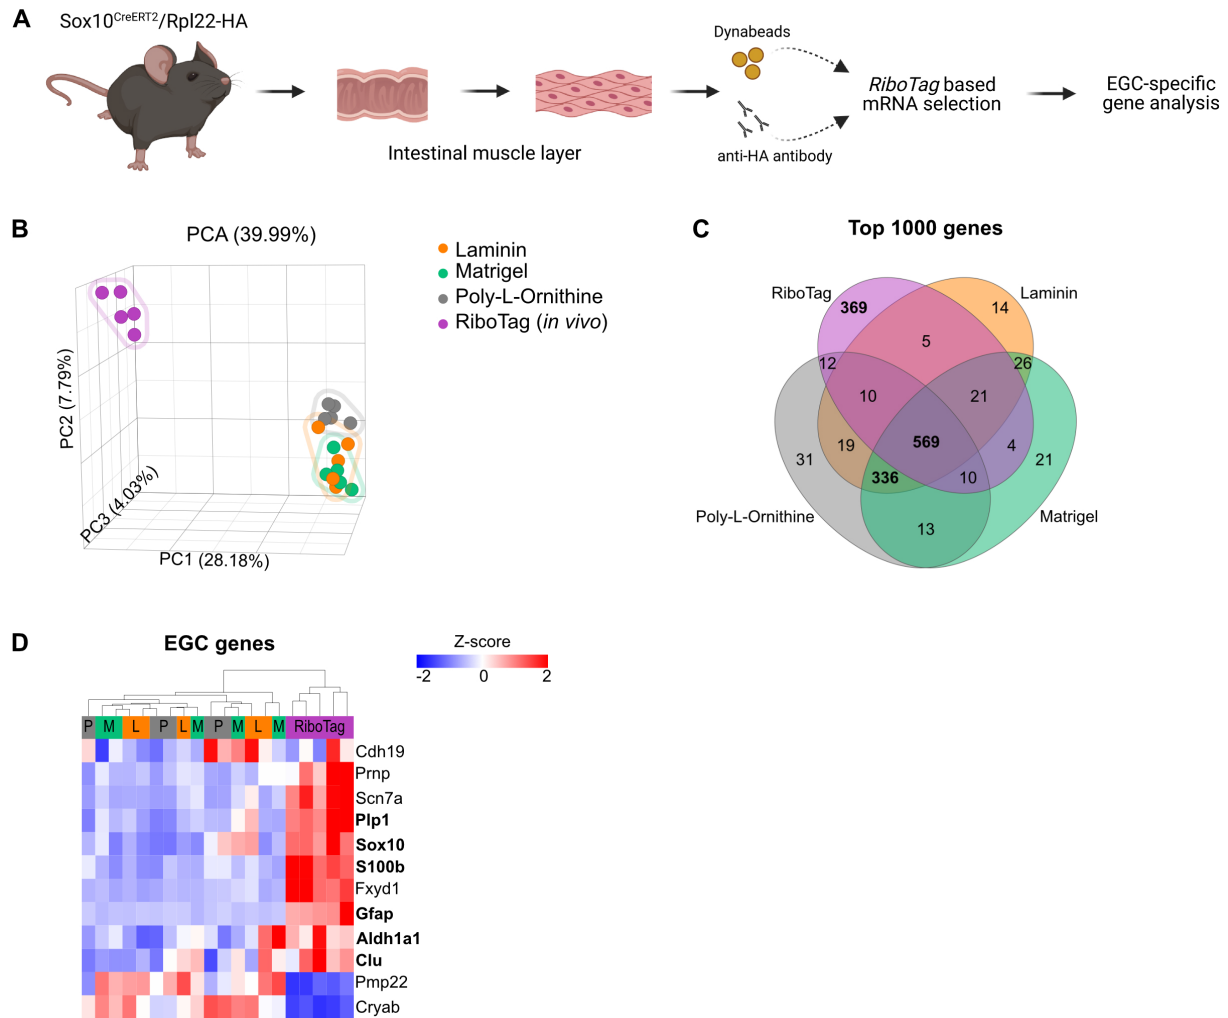

Supplementary Figure 3: Enteric glia *in vitro* and *in vivo* depict distinct transcriptomic profiles

Enteric glial mRNA was isolated from Sox10^{iCreERT2}Rpl22^{HA/+} mice using the *RiboTag* approach. Cell-specific mRNA was processed for bulk 3' mRNA sequencing, and transcriptional profiles were compared with primary enteric glia cultures on indicated coatings.

(A) Schematic representation of the *RiboTag* approach.

(B) Principal component analysis (PCA) of *RiboTag* samples and primary enteric glia cultures on different coating substrates. Each dot represents one biological replicate (n = 5).

(C) Venn diagram displaying overlaps of the top 1000 genes expressed by *in vivo* (*RiboTag*) and *in vitro* enteric glia on poly-L-ornithine (P), Matrigel (M), or laminin (L) coating.

(D) Heatmap of enteric glia genes of *in vivo* (*RiboTag*) and *in vitro* enteric glia on poly-L-ornithine (P), Matrigel (M), or laminin (L) coating.

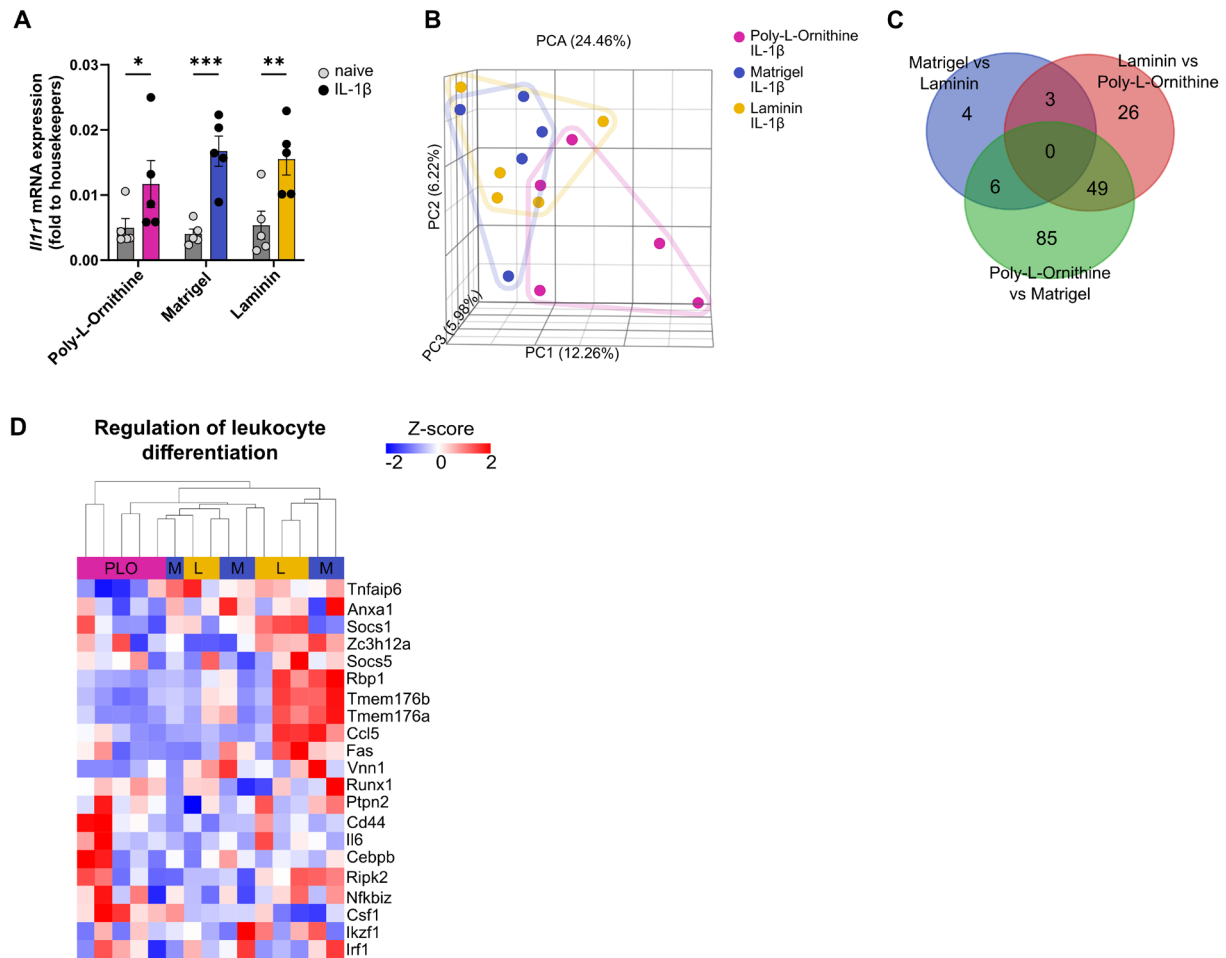

Supplementary Figure 4. ECM substrates differentially affect reactive enteric glia transcriptomes after IL-1 β activation

(A-D) Enteric glial cell cultures on poly-L-ornithine, Matrigel, or laminin coating were treated with or without IL-1 β (10 ng/ml) for 24h and processed for bulk 3' mRNA sequencing.

(A) *Il1r1* expression of naive and IL-1 β -treated enteric glia on different coatings. Expression levels were derived from sequencing counts and normalized to the mean of 4 housekeeping genes (*Gapdh*, *Rpl32*, *Actb*, *Pgk1*). Data show mean $\pm$ SEM of $n = 5$; significance displayed as *p<0.05, **p<0.01 and ***p<0.001 (two-way ANOVA with Tukey's multiple comparisons test).

(B) Principal component analysis (PCA) of IL-1 β -treated primary enteric glial cultures on indicated coating substrates. Each dot represents one biological replicate ($n = 5$).

(C) Venn diagram of differentially expressed genes between IL-1 β -treated enteric glial cultures. Displayed genes are differentially expressed between coatings (FDR < 0.05).

(D) Heatmap of genes derived from the GO term "regulation of leukocyte differentiation". Displayed genes were upregulated after IL-1 β treatment in enteric glia on poly-L-ornithine (PLO), Matrigel (M), and/or laminin (L) coating compared to their respective naive controls.

How the deposited data were processed for this re-analysis (not part of the article)

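The deposited matrix holds normalized counts for 22180 genes in 35 libraries, 5 for each of 7 groups of mouse samples. The authors prepared QuantSeq 3' libraries, sequenced them on a NovaSeq 6000, trimmed adapters and bases, aligned the reads to mm10 with STAR 2.5.3 in Partek Flow, quantified them per gene, and tested them with DESeq2. The release of the gene annotation and the versions of Partek Flow, cutadapt and DESeq2 are not given in the sources used here. The values are estimated counts that the authors divided by 1 size factor per library, and between 82.2% and 88.4% of a library's values were whole multiples of its step, so reads were not recovered as whole counts. Library totals ran from 7522181 to 9185843 normalized counts, and 33.9% of the values were 0. Since the deposited signal is already scaled, sequencing depth could only be estimated, from the step between low values. That step can be a fraction of 1 read in some libraries, so estimated depths can be too high and do not show differences in depth.

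Differences between groups were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 2), with a variance prior that follows the mean level (trend) and robust estimation, after genes with a maximum of 15 or less over the libraries of the fit were left out. A test on counts had been planned, and the unit of the deposited values led to this change. The authors' scaling was kept. As an alternative, limma-voom was run on read counts rebuilt by dividing each library by its estimated step. Its weights carry the uncertainty of that step. Cultures were fitted as 6 groups and RiboTag with the naive cultures as 4, p-values were adjusted by Benjamini-Hochberg within each comparison, and an adjusted p under 0.05 counted as called. Lists of genes, 10 for cell types and 20 for pathways, were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Only lists with at least 5 tested members were tested. "Adjusted over the list alone" means Benjamini-Hochberg over the members of that list. Separation of groups was tested with pseudo-F on log2 values, with permutation of the libraries. Sums of marker genes and ratios to housekeeping genes were compared by permutation in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

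The lists, the comparisons, the first set of alternatives and the rule for naming genes were fixed before the data were examined, and other tests and alternatives were added later, as said where their values stand. Named genes are all genes that the paper names in its text or labels in Fig. 4E, Supplementary Figure 3D and Supplementary Figure 4D. To these come, for each of 4 main comparisons, up to 10 genes per direction with the largest log2 fold change. These needed an adjusted p under 0.05, a mean of at least 50 on the higher side and every library of the higher side above every library of the lower side, within each coating for IL-1β. Genes without a name were left out. Up to 4 members with the smallest adjusted p were named for each list described. The tests were tested on simulated data made from these libraries, with 200 genes changed in each of 5 runs. The comparison of Matrigel and laminin with poly-L-ornithine recovered 15.8% of genes changed 1.5-fold, 43.6% at 2-fold and 86.1% at 4-fold in naive cultures, and 13.7%, 40.6% and 82.1% after IL-1β. The response to IL-1β over the coatings recovered 37.3%, 66.6% and 97.3%, and RiboTag against cultures 14.0%, 45.1% and 90.0%. With 500 genes changed, pseudo-F passed in 95 of 100 runs at 2-fold and 100 at 4-fold, and in 4 of 100 without a change. Simulated genes varied independently of each other, changed genes had a mean level above about 50, and pseudo-F was simulated from naive Matrigel libraries alone. Real libraries share variation across genes, so the rates of pseudo-F need not hold for them. All 35 libraries were used. Imaging, protein measurements and raw reads were not analysed here, and some genes that meet the naming rule are not reported here.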

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

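For the patterns weighed here, the test of other cell types in RiboTag was written after the result was seen, and the others before their own results were known; the standard errors of list means were added after the results were seen. Of 243 groups of 5 libraries screened, 31 held a library far from the others, where 12 are expected by chance for independent values with a normal spread. Counts are skewed, and marker sums hold some of the single genes screened. A group with all other values at 0 is always flagged, as for Cxcl5 on naive poly-L-ornithine (10.47). The excess over 12 is therefore not evidence of aberrant libraries.

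Cholesterol synthesis genes, which the paper does not discuss, had a median log2 fold change of 1.03 for Matrigel and laminin against poly-L-ornithine after IL-1β. In naive cultures the median was 0.388, with 16 of 18 members above 0 (adjusted p = 1.85e-06 from camera, adjusted p = 0.434 with an estimated correlation). The medians of 10000 lists matched on mean level had an upper limit of 0.161 and a median of -0.0143. Genes of like level thus did not shift as a group, which argues against depth acting through level as the cause. A difference in depth is itself not shown. Matched genes were drawn at random, so the limit ignores members that move together and does not exclude chance. The mean of the list was 1.09 (standard error 0.218 between libraries, adjusted p = 0.00568 with an estimated correlation). With summed smooth muscle genes as a covariate the median was 0.868 and the mean 0.945 (standard error 0.262, adjusted p = 0.0615 with an estimated correlation). With summed cell cycle genes as a covariate the median was 0.534 and the mean 0.642 (standard error 0.197, adjusted p = 0.15 with an estimated correlation). The call ended under both covariates, with a smaller mean and, for smooth muscle genes, a wider error. Before the results were known, a fall of the median below a set fraction of 1.03 had been named as the sign of either cause. Neither median fell that far, but the margins were too small against the standard errors of the list means to decide. A part through smooth muscle RNA and a part through dividing cells stay open, as does an effect of the coating itself.

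Smooth muscle genes had a median log2 fold change of 6.03, and genes of the intestinal epithelium of 5.42, in RiboTag against naive cultures, in cell types that the paper does not analyse there. Under TMM scaling the smooth muscle median was 5.91. Scaling moves all genes of a library alike, and TMM moved the median gene only from 0.324 to 0.211, so that outcome was close to fixed. The small shift of the median gene argues against the scaling of the libraries as the source of 6.03. RNA of other cells of the gut wall carried along with the tagged ribosomes stays open: most members were higher in RiboTag for 6 of 9 lists of other cell types, which repeats the pattern and decides nothing, and of 14 fibroblast genes 0 were higher and 9 lower (median -1.72). The paper describes RiboTag transcriptomes as specific to glia. In these libraries smooth muscle markers summed to 55000 CPM (SD 11700, n = 5) and glial markers to 8105 (SD 1080, n = 5). The data hold no library of whole tissue or of untagged mice. Expression of these non-glial genes by glia in the tissue was therefore not tested and stays open.

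Camera's test of the interaction passed for cell cycle genes (adjusted p = 0.000137) and for cholesterol synthesis genes (adjusted p = 7.87e-06) with its preset correlation only, and neither passed with an estimated correlation (adjusted p = 0.994 for each). Xist, which is transcribed from the inactive X chromosome and is not discussed by the paper, had 1810 ± 456 normalized counts (SD, n = 5) in RiboTag and was listed at 0 in 28 of 30 culture libraries. The Y-linked gene Eif2s3y was listed at 0 in RiboTag and had 86.2 ± 40.3 (SD, n = 30) in cultures. Together these genes read as female for RiboTag and male for cultures, so sex cannot be separated from the other differences between them.

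The remaining values each come from a library far from the other 4 of its group. Among naive cultures on Matrigel these were lymphocyte markers in replicate 2 (5.769 CPM), markers of interstitial cells of Cajal in replicate 4 (126.9 CPM) and Mki67 in replicate 5 (223.8). On laminin they were markers of interstitial cells of Cajal (250.3 CPM) and Clu (864.0) in replicate 2, Sox10 in replicate 3 (12590), Il6 in replicate 4 (4.026) and Ccl2 in replicate 5, the lowest (85.67). On poly-L-ornithine they were the ratio of Il1r1 to housekeeping genes in replicate 3 (0.01057), and Cxcl5 (10.47) and Slco2a1 (216.7) in replicate 4.

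After IL-1β on Matrigel they were macrophage markers (111.3 CPM) and the lowest Gfap (46.02) in replicate 2, lymphocyte markers in replicate 3 (5.0 CPM) and Cxcl14 in replicate 4 (1.065). On laminin they were markers of interstitial cells of Cajal (221.3 CPM) and Clu (1686) in replicate 1, macrophage markers in replicate 2 (166.8 CPM) and Cd74 in replicate 4 (29.55). On poly-L-ornithine they were Cxcl14 in replicate 1 (111.1), Cd74 in replicate 2 (8.694), Myh11 in replicate 3 (1.856), macrophage markers in replicate 4 (207.6 CPM) and markers of interstitial cells of Cajal in replicate 5 (52.61 CPM). In RiboTag, replicate 5 stood apart with an uncertain estimate of 52.6 M reads, smooth muscle markers at 75700 CPM, Sox10 at 20220 and Myh11 at 426900, replicate 1 with Acta2 at 54030 and Aldh1a1 at 1560, and replicate 2 with Gfap at 6806.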

How the results depend on the processing

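No called result reversed its direction. The median of cell cycle genes in naive cultures, which was not called, went from 0.203 to -0.0858 with cholesterol synthesis genes as a covariate. Of the counts of called genes, 442 stayed within 1.5 times and 75 moved beyond it, and of the values of named genes, 40391 stayed, 424 lost a call, 246 gained one and 846 moved. The planned fits with DESeq2, with edgeR's RLE scaling and with filterByExpr were not run, since they need counts. Those of limma-voom used counts rebuilt from the estimated steps. TMM scaling, pseudocounts of 1 and 8, a filter of at least 10 in 5 libraries, a variance prior without trend and the covariates were chosen after seeing the data, and so were the unions of pairs and the pooled pseudo-F. For the values below, the cause was not tested. Depth limits the genes with few counts, since a library's step could be estimated but its reads were not recovered.

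With limma-voom, genes called were 4 for Matrigel and 1 for laminin against poly-L-ornithine in naive cultures, 3 for both together and 5 over the pairs. It called 24 for laminin against poly-L-ornithine after IL-1β, 222 for IL-1β on Matrigel, 939 on poly-L-ornithine and 2 for the interaction, and 7 lists between treated coatings. With a variance prior without trend they were 0 for Matrigel against poly-L-ornithine, 2 for both coatings together and 0 over the pairs in naive cultures. After IL-1β they were 9 for Matrigel, 6 for laminin, 12 for both together and 12 over the pairs. The response to IL-1β gave 233 on Matrigel and 316 on poly-L-ornithine, and the interaction 1. With only the groups compared in the fit, naive cultures gave 5 for laminin, 2 for both together and 5 over the pairs. Treated cultures gave 53 for Matrigel and 26 for laminin against poly-L-ornithine, 1 for laminin against Matrigel and 62 over the pairs.

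With a covariate, Matrigel and laminin against poly-L-ornithine called 2 genes in naive and 15 in treated cultures for cell cycle genes, 1 and 1 for cholesterol synthesis genes, and 1 and 21 for smooth muscle genes. With an estimated correlation, camera called 0 lists between naive coatings, 1 between treated coatings, 9 for IL-1β over the coatings, 9 on Matrigel, 6 on laminin, 7 on poly-L-ornithine, 0 for the interaction and 6 for RiboTag. The set test fry called 0, 2, 11 for IL-1β on poly-L-ornithine, 0 for the interaction and 25 for RiboTag.

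After IL-1β, the p of pseudo-F was 0.1111 for Matrigel against poly-L-ornithine with the 500 most variable genes and 0.07937 for laminin with each gene scaled to unit variance. With unlogged values it was 0.6905 for Matrigel, 0.6508 for laminin and 0.708 for both together. The overlap with RiboTag was 55.6% for poly-L-ornithine, 54.8% for Matrigel, 55.8% for laminin and 53.0% for all 4 groups with the top 500 genes, and 65.05%, 64.9%, 65.15% and 61.8% with the top 2000. The labels give each group replicates 1 to 5, but 2 of 30 culture libraries correlated best with their own number. With the replicate block, 48 genes were called between treated coatings and 26 over the pairs, Il6st (adjusted p = 0.0587) and Tgfb1 (adjusted p = 0.0633) were not among the 48, and the sign-flip test of Il1r1 gave 4.16-fold on Matrigel and 2.884-fold on laminin (exact p = 0.0625, two-sided, the smallest 5 pairs can give).

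Without 1 library each, naive counts ran from 0 to 4 for Matrigel against poly-L-ornithine, 0 to 0 for laminin, 0 to 1 for laminin against Matrigel, 0 to 6 for both together and 0 to 4 over the pairs. Treated counts ran from 5 to 45, 5 to 19, 0 to 1, 17 to 92 and 6 to 47 in the same order. IL-1β called 276 to 379 genes on Matrigel, 316 to 388 on laminin, 346 to 446 on poly-L-ornithine and 1426 to 1608 over the coatings, and the interactions 0 to 0, or 0 to 1 for laminin and Matrigel. RiboTag called 8269 to 9327 genes, and 6997 to 7443, 6978 to 7330 and 6741 to 7119 against Matrigel, laminin and poly-L-ornithine. Lists called ran from 3 to 8 between naive coatings, 6 to 14 between treated coatings, 13 to 18 for IL-1β over the coatings, 13 to 16 on Matrigel, 10 to 15 on laminin, 14 to 18 on poly-L-ornithine, 2 to 3 for the interaction and 15 to 17 for RiboTag.

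The p of pseudo-F without 1 library ran from 0.02381 to 0.2937 for naive Matrigel against poly-L-ornithine, 0.05556 to 0.3492 for laminin, 0.7778 to 0.9921 for laminin against Matrigel and 0.06993 to 0.3107 for both together. After IL-1β it ran from 0.007937 to 0.09524, 0.02381 to 0.1349, 0.7619 to 0.9603 and 0.003497 to 0.05794. It stayed at 1e-05 for IL-1β and ran from 8.6e-05 to 0.000258 for RiboTag. Overlaps ran from 57.7% to 59.7% for poly-L-ornithine, 58.2% to 60.2% for Matrigel, 58.6% to 60.6% for laminin and 55.2% to 57.1% for all 4 groups. The fold of Il1r1 ran from 3.766 to 5.003 on Matrigel, 2.443 to 4.54 on laminin and 1.685 to 3.272 on poly-L-ornithine.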

Differences from the paper's values

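For naive cultures the paper gives 6 differentially expressed genes between laminin and Matrigel, 14 between poly-L-ornithine and Matrigel and 10 between poly-L-ornithine and laminin, and limma called 0, 1 and 0 at the same adjusted p. A gap counted as closed where a count lay within 1.5 times of the paper's. None of the 14 alternatives set before the data were examined closes any of these gaps. Of these, 10 only left out 1 library. The others were limma-voom, a fit without the filter, a block on the replicate number and only the groups compared. The paper's own test, DESeq2 on counts, was not run, and no fit used the rank of the serial number. The source of the gaps thus stays open. After IL-1β the paper gives 173 genes over the 3 pairs of coatings, against 30, and none of 19 alternatives closes the gap. For genes lowered by IL-1β the paper gives 355 on Matrigel and 292 on laminin, against 170 and 152, and none of 14 alternatives closes either gap. On poly-L-ornithine the paper gives 353, against 235. That gap is closed by limma-voom (479), which rests on rebuilt counts, and by the fit with only the groups compared (338). It is not closed by the other 12.

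Of the genes that the paper calls between naive coatings, Adm passed by limma-voom (adjusted p = 0.00468), with only the groups compared (6.2e-06), and without Matrigel replicate 5 (0.0212), laminin replicate 3 (0.0469) or poly-L-ornithine replicate 2 (0.0291). Of those it calls between treated coatings, Slco2a1 (2.01), Il6st (0.53) and Septin11 (0.70) passed, and by limma-voom Slco2a1 (adjusted p = 0.107) and Il6st (0.0552) did not. Septin11 did not without poly-L-ornithine replicate 3 (0.119), and none of these genes passed with a variance prior without trend (0.0545, 0.291 and 0.161), a setting chosen after seeing the values. Bmp4 passed without Matrigel replicate 2 (adjusted p = 0.0265), Id1 without laminin replicate 3 (0.0203) or Matrigel replicate 4 (0.0414), and Tagln without laminin replicate 3 (0.0398) and, for Matrigel, with only the groups compared (0.0279). Rarres2 passed by limma-voom (0.0459), with only the groups compared (0.000137) and without Matrigel replicate 5 (0.0394). Scn7a passed with only the groups compared (9.01e-06), without laminin replicate 3 (0.0464) and with at least 10 in 5 libraries (0.0473), a filter chosen after seeing the values. The remaining genes that the paper names or labels in Fig. 4E for the coatings passed under none in the comparison they are named for. Dlc1, named for naive cultures, passed after IL-1β (log2 fold change 0.75, adjusted p = 0.00677 from limma).

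The paper describes gene sets of neuronal function as a feature of Matrigel and laminin, from enrichment among the genes above 15 counts on each coating. In fold changes against poly-L-ornithine, a different quantity, the medians of the glutamatergic and transmitter lists were -0.26 and -0.26 (adjusted p = 0.436 and 0.0561 from camera), and that of neuron differentiation -0.42 (adjusted p = 0.434 with an estimated correlation), so none stands as a difference in the other direction. It describes proliferation as a feature of poly-L-ornithine, from enrichment and from counts of KI67-positive glia, which were not analysed here. The median of cell cycle genes for Matrigel and laminin against poly-L-ornithine was 0.20 in naive cultures (adjusted p = 0.0923 from camera) and 1.40 in treated cultures (adjusted p = 0.0741 with an estimated correlation), and the naive median was -0.0858 with cholesterol synthesis genes as a covariate, a setting chosen after seeing the values. The text of the paper names Mmp17 where Fig. 4E labels Mmp14, and neither passed (log2 fold change -1.04 and -0.22).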

Other observations

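Other gene groups shifted after IL-1β, in both directions. Of 20 genes of hypoxia and glycolysis, 9 rose and 3 fell (median 0.36, adjusted p = 0.0111 from camera with an estimated correlation). Of 39 interferon-stimulated genes, 6 rose (median 0.79, adjusted p = 6.83e-09 from camera, adjusted p = 0.0504 with an estimated correlation), among them Gbp5 by 5.10 (standard error 0.5, adjusted p = 8.36e-12 from limma). Of 28 genes of glial differentiation 8 fell and 1 rose (median -0.50, adjusted p = 0.00703 with an estimated correlation), and of 42 Wnt genes 10 fell and 1 rose (median -0.45, adjusted p = 0.0194 with an estimated correlation).

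In RiboTag, 36 of 55 genes of the extracellular matrix were lower and 10 higher than in naive cultures (median -1.10, adjusted p = 0.0167 from camera with an estimated correlation), and 14 of 17 genes of MHC class I presentation were higher (median 2.55, adjusted p = 0.0113 with an estimated correlation).

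Labels of libraries within a group were compared across the 6 culture groups, and both tests were written before their results were known. Libraries with the same replicate number did not deviate together (mean correlation -0.0394). Libraries with the same rank of serial number did (mean correlation 0.213, p = 1e-04, the smallest 10000 renumberings can give), and 30 of 30 correlated best with their own rank. This may reflect cultures prepared together, and the labels do not say so; no fit used this pairing, and no biological explanation was tested. If it holds, tests without pairs miss differences between coatings, so comparisons that did not pass leave such differences open.

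All tests by splits of the libraries were chosen after the results were seen. Libraries were split at random into groups of the same sizes, 100 splits for each comparison with the real split counted, and the count of called genes compared. In some comparisons only the real split called as many, the smallest share that 100 splits can give. These were Matrigel against poly-L-ornithine after IL-1β (28, highest other 20) and both coatings together (63, highest other 7). They were also IL-1β on Matrigel (405, 24), laminin (389, 69), poly-L-ornithine (484, 12) and over the coatings (1539, 2). The same held for RiboTag against the mean of the cultures (9239, 5340), poly-L-ornithine (7435, 523), Matrigel (7686, 1241) and laminin (7701, 997). Counts at an unadjusted p under 0.05 were reached by 4 of 100 splits for treated Matrigel and 3 of 100 for both coatings together. Splits were drawn without regard to the rank of the serial number, so chance is not excluded by them. For laminin against poly-L-ornithine after IL-1β, 2 of 100 splits called as many (11, highest other 12).

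Chance cannot be excluded for Matrigel against poly-L-ornithine in naive cultures, where 10 of 100 splits called as many (1, highest other 1). Counts of 0 are reached by 100 of 100 splits, with a highest other of 5 for laminin against poly-L-ornithine, 8 for laminin against Matrigel and 4 for both coatings together in naive cultures. For laminin against Matrigel after IL-1β the highest other split called 86, and for the interactions 22, 2, 4 and, for both coatings together, 59, which points to a structure of the libraries other than the coating. For lists called by camera, chance was not excluded: 28 of 100 splits called as many between naive coatings (6, highest other 12), 15 between treated coatings (11, highest other 15), 6 for IL-1β (15, highest other 20) and 13 for RiboTag (16, highest other 19).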
